# Endothelial gene regulatory elements associated with cardiopharyngeal lineage differentiation

**DOI:** 10.1038/s42003-024-06017-8

**Published:** 2024-03-21

**Authors:** Ilaria Aurigemma, Olga Lanzetta, Andrea Cirino, Sara Allegretti, Gabriella Lania, Rosa Ferrentino, Varsha Poondi Krishnan, Claudia Angelini, Elizabeth Illingworth, Antonio Baldini

**Keywords:** Machine learning, Differentiation

## Abstract

Endothelial cells (EC) differentiate from multiple sources, including the cardiopharyngeal mesoderm, which gives rise also to cardiac and branchiomeric muscles. The enhancers activated during endothelial differentiation within the cardiopharyngeal mesoderm are not completely known. Here, we use a cardiogenic mesoderm differentiation model that activates an endothelial transcription program to identify endothelial regulatory elements activated in early cardiogenic mesoderm. Integrating chromatin remodeling and gene expression data with available single-cell RNA-seq data from mouse embryos, we identify 101 putative regulatory elements of EC genes. We then apply a machine-learning strategy, trained on validated enhancers, to predict enhancers. Using this computational assay, we determine that 50% of these sequences are likely enhancers, some of which are already reported. We also identify a smaller set of regulatory elements of well-known EC genes and validate them using genetic and epigenetic perturbation. Finally, we integrate multiple data sources and computational tools to search for transcriptional factor binding motifs. In conclusion, we show EC regulatory sequences with a high likelihood to be enhancers, and we validate a subset of them using computational and cell culture models. Motif analyses show that the core EC transcription factors GATA/ETS/FOS is a likely driver of EC regulation in cardiopharyngeal mesoderm.

## Abstract (web summary)

A study uses multiple approaches to identify regulatory elements associated with endothelial cell differentiation from cardiopharyngeal mesoderm.

## Background

In mammals, endothelial cells (EC) derive, through vasculogenesis, from the mesoderm but they can differentiate from multiple sources^1,2^. ECs are heterogeneous in their function, transcriptional program, and chromatin landscape; single-cell-based studies have provided a wealth of data on this effect^3,4^. Heterogeneity has different causes^5^, but, at least in part, it may depend upon lineage of origin as well as epigenomic and enhancer profiles.

The cardiopharyngeal mesoderm (CPM) lineage provides progenitors to various tissues and organs of the lower face, mediastinum, and heart^6^. The CPM also provides multipotent progenitors that differentiate into ECs^7–10^. In addition, the second heart field (SHF)^11–13^ which derives from the CPM, provides EC progenitors to various components of the cardiovascular system, including ECs of the pharyngeal arch arteries and outflow tract^14,15^, which, through endothelial-to-mesenchymal transition, contribute to cardiac valve formation. In particular, *Tbx1* expression, which is a marker of the CPM and SHF, identified these ECs through genetic labeling driven by a *Tbx1*^*Cre*^ allele^15,16^. In addition, time-controlled genetic labeling with an inducible Cre recombinase determined that *Tbx1* was activated in EC progenitors within the time window E7.5-E8.5 in mouse embryos^15^. The molecular events that drive EC differentiation in the CPM are mostly unknown, with some exception^8^, and a suitable approach to define them would be to use a dynamic model in which chromatin remodeling and gene expression can be monitored at critical developmental times. Using such an approach, we found that the differentiation of cardiogenic mesoderm from mouse embryonic stem cells (mESCs) activated an endothelial transcription program. We then measured gene expression and chromatin accessibility in differentiating mESCs within the activation window to identify differentially expressed genes and differentially accessible regions. We then used EC gene information from published single-cell RNA-seq data obtained from *Tbx1*^*Cre*^ and *Mesp1*^*Cre*^ sorted cells from E8.5-E9.5 mouse embryos. Data integration and analysis identified and computationally scored 101 putative regulatory elements activated in the *Tbx1*^*Cre*^-selected EC cluster. Finally, we identified and validated putative regulatory elements associated with a small set of well-known EC genes.

In summary, our results provide a systematic experimental approach to identify cell type-specific regulatory elements during differentiation, and the results obtained shed light on the EC regulatory elements activated during cardiogenic mesoderm differentiation.

## Results

Cardiac mesoderm differentiation of mouse embryonic stem cells activates endothelial differentiation, and it can be driven to yield a nearly homogeneous EC population

We have used a published protocol to derive cardiac mesoderm from mouse embryonic stem cells (mESCs)^17^ (Fig. 1a). We found expression of endothelial genes at differentiation day 4 (d4), while these genes were not detected at d2 (Fig. 1b). 

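RNA from E14-Tg2a mESCs, an established mouse embryonic stem cell line, was sequenced at d2 and at d4 of differentiation, with 2 libraries per day. The d2 cells had spent 48 h in serum-free medium. The d4 cells had then been dissociated and reaggregated for 40 h with 8 ng/ml Activin A, 0.5 ng/ml BMP4 and 5 ng/ml VEGF, so day, added factors and reaggregation changed together. The authors sequenced strand-specific libraries in paired-end reads of 75 bp, trimmed them with cutadapt v2.9, aligned them to mm10/GRCm38 with STAR v2.6.0a and counted reads per gene with featureCounts of Rsubread v2.0.1, without multi-mapping reads. The values analysed here are these counts before any filter or normalization. Total counts were 12068584 and 14038796 in d2 replicates 1 and 2, and 11397439 and 16851485 in d4 replicates 1 and 2. Of 55487 genes in the table, 28944 had 0 counts in all 4 libraries. The paper's filter at 0.5 CPM was rebuilt as a proportion test per day and kept 14932 genes, which held 99.84 to 99.86% of the counts. Counts were scaled by TMM factors of 0.940 to 1.038 and compared by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted p under 0.01 as the threshold. A count of 3 in a library, taken as the floor for genes with no counts in a day, stands for 0.177 to 0.254 CPM. Intervals and floors cover counting error only. Across genes, which are not independent replicates, log2 CPM values correlated at 0.983 between the d2 libraries, at 0.977 between the d4 libraries and at 0.775 to 0.803 between days. The leading principal component, which separated the days, held 90.9% of the variance. The biological coefficient of variation was 23.6%. Mitochondrial genes took 1.33% and 3.07% of the counts in the d2 libraries and 1.44% and 2.36% in the d4 libraries. Within each day, the difference of replicate 2 from replicate 1 followed the GC content of the transcripts across genes (Spearman rho -0.71 at d2 and -0.49 at d4), with genes of low GC content higher in replicate 2. In simulated counts of this depth and spread, the test recovered 1.5% of 66 genes changed by 1 on the log2 scale, 77.6% of 67 changed by 2 and 97.0% of 67 changed by 3, with 0 false calls. For a single gene, an exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333.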

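EC genes rose between d2 and d4, and genes of the pluripotent and epiblast states fell. Of 31 EC markers tested, 27 were higher at d4, none was lower and 4 did not pass the test (27 higher when adjusted over the list alone; camera adjusted p = 3.3e-14, and adjusted p = 0.231 with an estimated correlation). Aplnr, the apelin receptor (ENSMUSG00000044338.9, chromosome 2 from 85136225 to 85139923 of GRCm38), went from 0.350 ± 0.149 CPM at d2 to 201 ± 34.0 CPM at d4 (SD, n = 2 libraries per day), a log2 fold change of 9.11 (standard error 0.37, adjusted p = 4.0e-05). Nrp1, a VEGF co-receptor, was 1945-fold (95% counting interval 665 to 9436) higher, and Nos3, the endothelial nitric oxide synthase, had a log2 fold change of 2.74 (standard error 0.37, adjusted p = 0.00147). Of 20 transcription factors of hemogenic endothelium, 18 were higher and none was lower (19 higher when adjusted over the list alone; camera adjusted p = 4.7e-12, and adjusted p = 0.198 with an estimated correlation). They include Tal1, a factor of blood and EC precursors, which reached 284 ± 38.4 CPM at d4 from 1.09 ± 0.500 CPM at d2 (SD, n = 2), and its partner Lmo2 with a log2 fold change of 5.89 (standard error 0.28, adjusted p = 4.5e-05). Of 23 pluripotency genes, 16 were lower at d4, 2 were higher and 5 did not pass the test (19 lower and 2 higher when adjusted over the list alone; camera adjusted p = 1.1e-07, and adjusted p = 0.198 with an estimated correlation). Pou5f1, which encodes OCT4, fell from 860.5 ± 197 to 4.11 ± 0.408 CPM (SD, n = 2), and Nanog and Zfp42 (Rex1) had log2 fold changes of -4.63 (standard error 0.26, adjusted p = 6.6e-05) and -5.02 (standard error 0.39, adjusted p = 1.6e-04). The higher members were Tbx3, at 9.14 (standard error 0.30, adjusted p = 4.0e-05), a T-box factor also expressed in mesoderm, and Klf4, at 3.72 (adjusted p = 8.3e-04), which is also expressed in EC and is named here after its value was seen. Of 18 genes of the primed epiblast, 16 were lower and none was higher (17 lower when adjusted over the list alone; camera adjusted p = 5.6e-11, and adjusted p = 0.198 with an estimated correlation), among them Fgf5 at -6.73 (standard error 0.28, adjusted p = 4.0e-05). Of 16 genes of the primitive streak and early mesoderm, 12 were higher and 2, Fgf4 and, named after its value was seen, Wnt8a, were lower (13 higher and 2 lower when adjusted over the list alone; camera adjusted p = 1.9e-05, and adjusted p = 0.198 with an estimated correlation). Mixl1 had a log2 fold change of 8.08 (standard error 0.31, adjusted p = 4.0e-05) and Brachyury (T) of 5.21 (standard error 0.36, adjusted p = 1.1e-04). Mesp1, at 3 counts at d2 and 31 at d4, was 9.11-fold (95% counting interval 2.84 to 46.6) higher (adjusted p = 0.00892), a call that ended under DESeq2 (adjusted p = 0.0333), with DESeq2's size factors in edgeR (0.0106) and with depth thinned to the smallest library (0.0132), and the calls of Nos3 and Zfp42 ended when a NOISeq probability over 0.8 was required. Tbx1 had 0 and 0 counts at d2 and 4 and 9 at d4 and was under the filter. Markers of other cell types moved in the same libraries: 18 of 20 primitive blood genes and 19 of 20 extraembryonic mesoderm genes tested were higher at d4, as the plot of the cell type lists shows. Of 21 genes of cardiopharyngeal mesoderm and heart fields, 16 were higher, 2 were lower and 3 did not pass the test. Adjusted over the list alone, 17 were higher and 3 lower (camera adjusted p = 1.2e-07, and adjusted p = 0.198 with an estimated correlation). The correlation estimated for this list was 0.01, equal to the value preset for the first of these p-values. So values with an estimated correlation cannot show whether correlation between genes undoes a list. Of these 21 genes, 13 stand in another of the fixed lists. None of 19 proliferation genes and none of 13 reference genes passed the test. The genes of the RT-PCR panel in Fig. 1b were chosen by the study, so their 10 higher, 3 lower and 3 not past the test of 16 tested, the lower ones being Pou5f1, Nanog and Zfp42 (10 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.00271, and adjusted p = 0.466 with an estimated correlation) are not independent evidence of a direction. Without either d2 library, no gene passed an adjusted p under 0.01 in edgeR, while 31 of the 31 EC markers kept their sign without replicate 1 and 30 of 31 without replicate 2. By RT-PCR, the paper found EC genes expressed at d4 and not detected at d2 (Fig. 1b). Adding upregulated genes and their gene ontology terms (Fig. 1c, Table 1), it concludes that an EC program is switched on in this window. It takes the window for its search for EC enhancers.

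**Figure D1:**
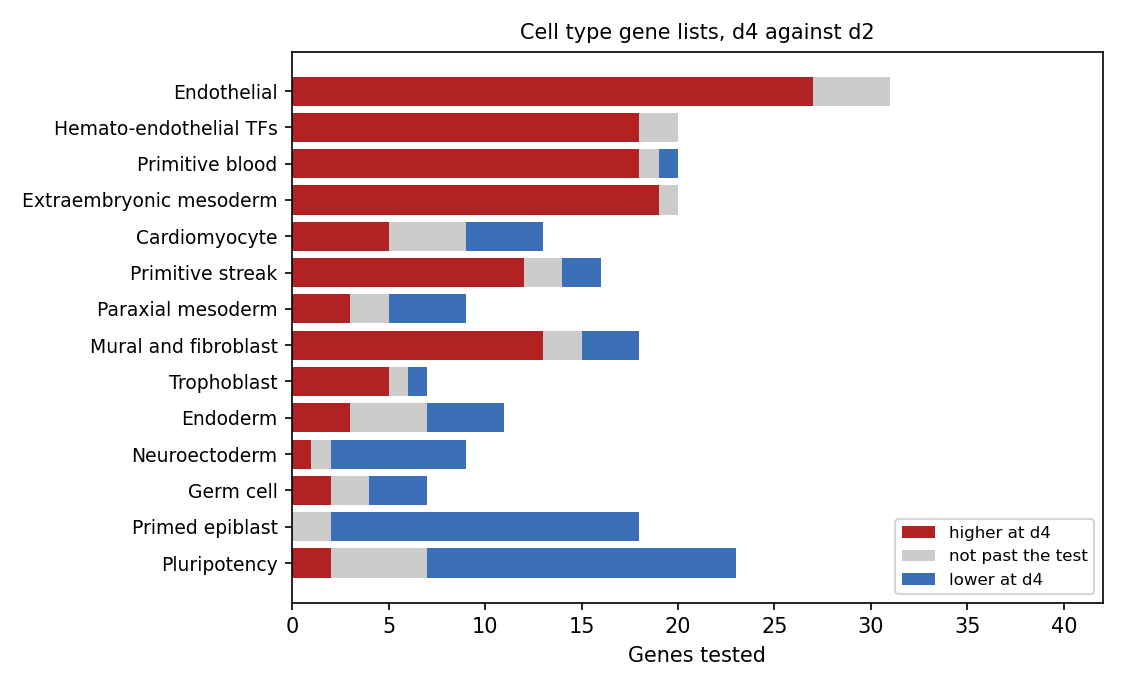
Genes of 14 cell type lists fixed before the counts were seen, as the number tested (x axis) that were higher at d4 (red), not past the test (grey) or lower at d4 (blue) in the comparison of 2 d4 with 2 d2 libraries. Of the EC list, 27 of 31 genes were higher at d4, and of the pluripotency list, 16 of 23 were lower.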

RNA-seq analysis performed on two replicates from two independent differentiation experiments confirmed the activation of an endothelial expression program within this time window (Fig. 1c, Table 1, and Supplementary Data 1). Therefore, we used the d2-d4 time window in our search for EC enhancers.

**Fig. 1:**
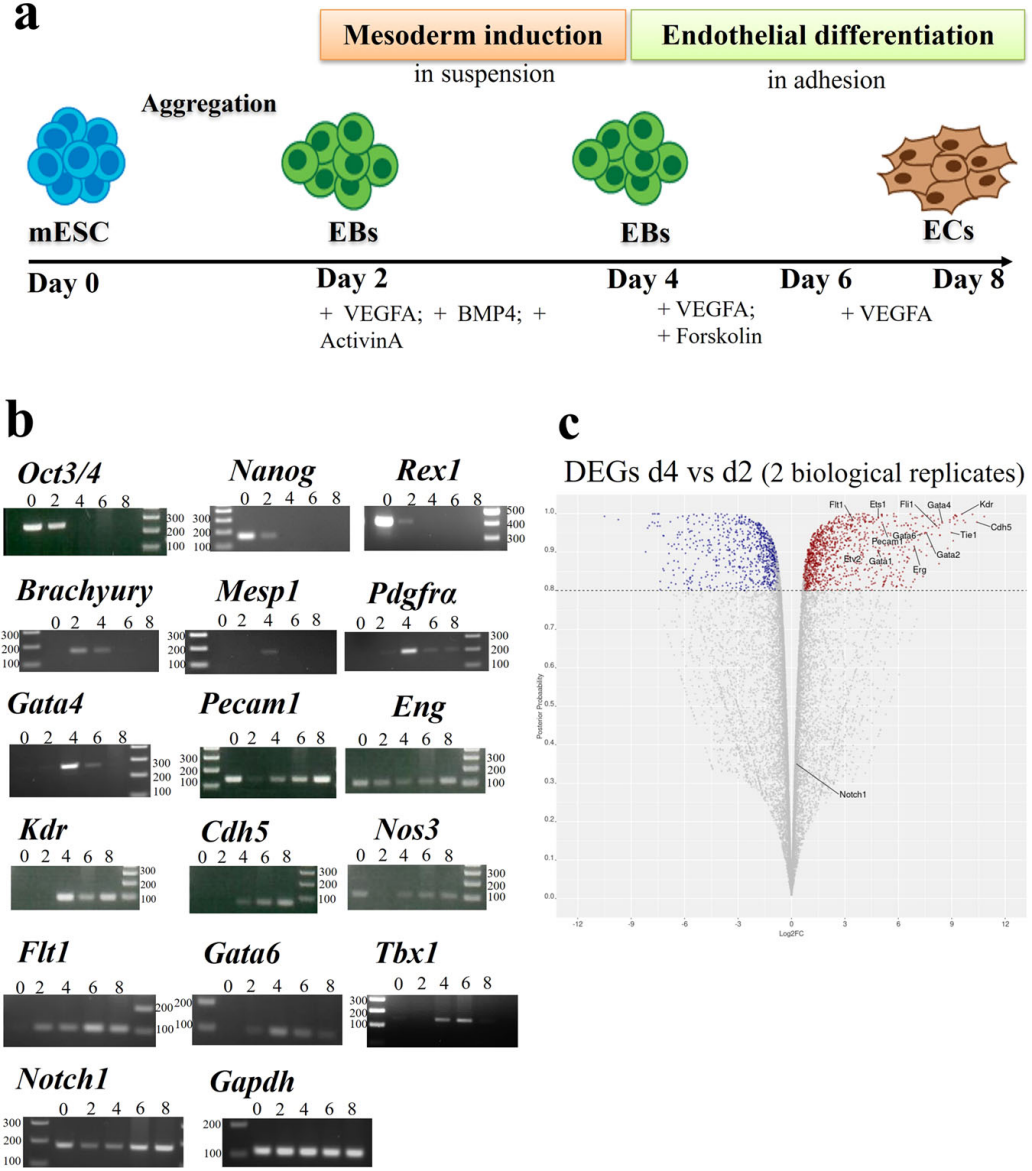
Activation of an EC transcription program during cardiogenic mesoderm differentiation of mESC. **a** Schematic illustration of the EC differentiation protocol from mESCs. **b** Expression of pluripotency (*Oct3/4; Nanog; Rex1*), mesodermal (*Brachyury; Mesp1; Pdgfrα; Gata4*), endothelial marker genes (*Pecam1; Eng; Kdr; Cdh5; Nos3; Flt1; Gata6; Notch1*), and the CPM marker *Tbx1* during differentiation by RT-PCR. *Gapdh* was used as a normalizer. The molecular weight marker is the 100 bp ladder. Uncropped photographs of gels are reported in Supplementary Fig. 1. **c** RNA-seq volcano plot of differentially expressed genes (DEGs) in d4 vs d2 samples in two biological replicates. Genes downregulated at d4 (n. 731) are indicated in blue and genes upregulated are in red (n. 1088). We indicate examples of endothelial marker genes (*Flt1; Kdr; Ets1; Fli1; Gata4; Pecam1; Cdh5; Etv2; Gata6; Gata1; Erg; Tie1; Gata2, Notch1*).

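The largest rises at d4 included Hand1, Rgs5 and Adgra2, and the largest falls included Utf1, Mcf2 and Platr10. Hand1, a transcription factor of heart and extraembryonic mesoderm (ENSMUSG00000037335.13, chromosome 11 from 57828705 to 57832818 of GRCm38), had 0 counts in both d2 libraries and 296 ± 22.4 CPM at d4 (SD, n = 2), at least 1250-fold higher against a floor of 3 counts per library. Adgra2, an adhesion receptor of brain vessels, was at least 557-fold higher, Alas2, the erythroid enzyme of heme synthesis, at least 102-fold, and Tdo2, Ctse, Ctla2a and Postn at least 150-fold, 159-fold, 198-fold and 89.3-fold. Rgs5, a gene of pericytes, was 3769-fold (95% counting interval 676 to 148911) higher and Prdm6, of smooth muscle, 2628-fold (95% counting interval 471 to 103823) higher, each from 1 count at d2. In the other direction, Utf1, a chromatin factor of pluripotent cells (ENSMUSG00000047751.9, chromosome 7 from 139943789 to 139945112), went from 99.2 ± 38.4 CPM at d2 (SD, n = 2) to 0 counts at d4, at least 461-fold lower. Mcf2, Elavl3, St8sia3, Foxd3, Pcsk2 and Cdh9, also without counts at d4, were lower by at least 379-fold, 182-fold, 103-fold, 80.6-fold, 50.4-fold and 47.1-fold. The noncoding RNAs Platr10 and Miat had log2 fold changes of -10.50 (standard error 0.44, adjusted p = 4.0e-05) and -9.56 (standard error 0.34, adjusted p = 4.0e-05). Tdh, an enzyme of threonine use in mouse mESCs, Kcnh8 and Foxi3 kept 3, 1 and 1 counts at d4, with d4 to d2 ratios of 0.00127 (95% counting interval 2.61e-04 to 0.00371), 0.00197 (4.98e-05 to 0.011) and 0.0023 (5.81e-05 to 0.0129). The adjusted p of these genes lay between 4.0e-05 and 4.9e-04 in edgeR. In all, 1933 of the 14932 genes tested were higher at d4 and 1694 were lower, 1241 and 1301 of them by at least 4-fold. Both d4 libraries lay on the same side of both d2 libraries for each of these genes. The median log2 fold change of all genes tested was -0.027. With either d2 library left out, the other being assumed to vary like the d4 libraries, edgeR called 0 genes (lowest adjusted p 0.0189 without replicate 1 and 0.018 without replicate 2), with 6257 and 5973 genes at an unadjusted p under 0.05, while DESeq2, run there after this was seen, called 1032 higher and 726 lower, and 967 higher and 717 lower. With a NOISeq probability over 0.8 required beside DESeq2's adjusted p under 0.01, as in the paper's rule, 1078 genes were higher and 747 lower, and Cdh9 and Pcsk2 were no longer called. With the replicate number as a block, also set beforehand, 3478 genes were higher and 3496 lower. The share of higher calls was then 49.9%, against 53.3% in the main test.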

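Of the genes labelled in the volcano plot, all but Notch1 were higher at d4. Kdr, the main VEGF receptor of EC (ENSMUSG00000062960.10, chromosome 5 from 75932827 to 75978458 of GRCm38), had a log2 fold change of 9.62 (standard error 0.32, adjusted p = 4.0e-05). Cdh5, which encodes VE-cadherin (ENSMUSG00000031871.9, chromosome 8 from 104101625 to 104144511), went from 2 counts in the d2 libraries together to 3130 in the d4 libraries, a ratio of normalized counts of 1380-fold (95% counting interval 382 to 11396). Tie1, a receptor of the angiopoietin pathway, rose from 3 counts, a ratio of 506-fold (95% counting interval 173 to 2457). Pecam1, an adhesion molecule of EC junctions, had a log2 fold change of 5.19 (standard error 0.26, adjusted p = 5.1e-05) and Flt1, the VEGF receptor 1, of 3.53 (standard error 0.21, adjusted p = 8.1e-05). Of the 14 labelled genes, 13 were higher at d4, none was lower and 1, Notch1, did not pass the test (13 higher when adjusted over the list alone; camera adjusted p = 1.9e-10, and adjusted p = 0.198 with an estimated correlation). Notch1 had a log2 fold change of 0.33 (standard error 0.33, adjusted p = 0.468). These genes were picked by the study from these libraries, so the count is not independent evidence of a direction. A wider list of 22 genes of VEGF and angiogenic signalling, fixed before the counts were seen, had 14 genes higher, 4 lower and 4 not past the test (14 higher and 5 lower when adjusted over the list alone; camera adjusted p = 1.5e-04, and adjusted p = 0.236 with an estimated correlation). The lower members, named after their values were seen, were the semaphorins Sema3c, at -5.03 (adjusted p = 3.3e-04), and Sema3e, at -2.39 (adjusted p = 0.003), and the ligands Apln, at -2.78 (adjusted p = 4.7e-04), and Apela, at -2.61 (adjusted p = 0.00146). Without d2 replicate 1 and without d2 replicate 2, Kdr's log2 fold change was 9.57 and 9.58, with an adjusted p of 0.0189 and 0.018 in edgeR, which then called no gene at an adjusted p under 0.01, and of 7.3e-43 and 2.4e-42 in DESeq2, run there after this was seen.

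**Figure D2:**
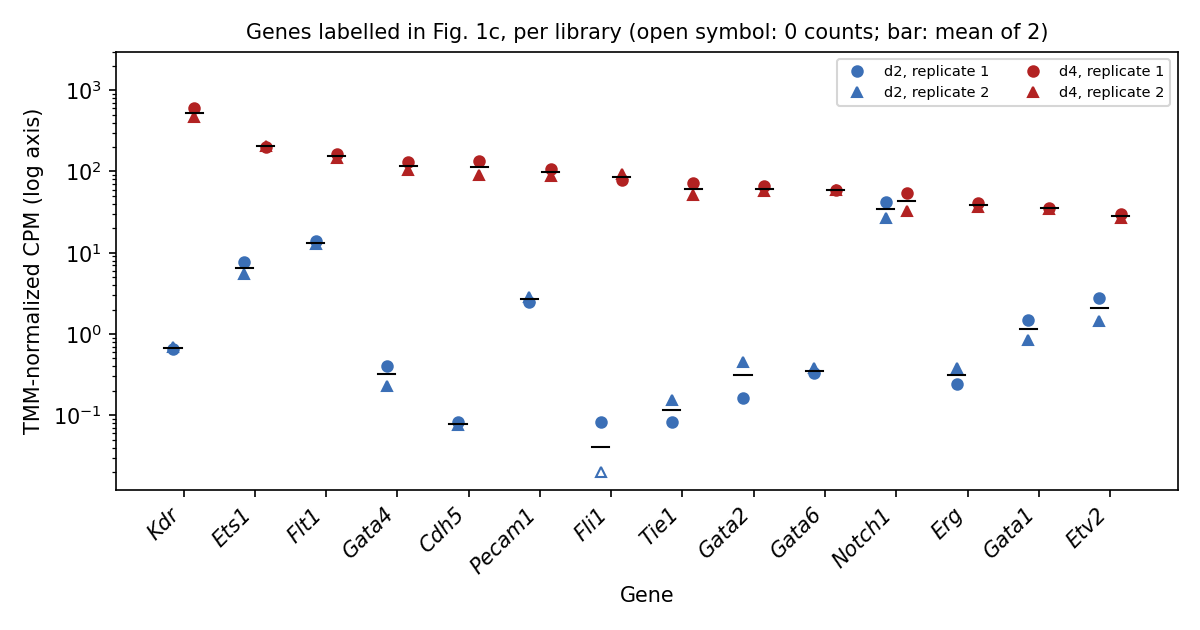
TMM-normalized CPM (log axis) of the 14 genes labelled in Fig. 1c in each d2 library (blue) and d4 library (red), with bars at the mean of the 2 libraries and open symbols at the lower edge for 0 counts. For all but Notch1, both d4 libraries lie above both d2 libraries by more than the spread between replicates.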

**Table 1:** Gene ontology of genes significantly upregulated at d4 compared to d2

Source	Term	Term id	adj *p* value	Term size	Query size	Intersection
GO:BP	anatomical structure morphogenesis	GO:0009653	1.84E-52	1999	1082	353
GO:BP	circulatory system development	GO:0072359	8.39E-52	900	1082	217
GO:BP	anatomical structure development	GO:0048856	5.11E-50	4047	1082	549
GO:BP	multicellular organismal process	GO:0032501	1.56E-49	4609	1082	597
GO:BP	anatomical structure formation involved in morphogenesis	GO:0048646	1.75E-48	877	1082	208
GO:BP	vasculature development*	GO:0001944	7.91E-48	583	1082	164
GO:BP	cell surface receptor signaling pathway	GO:0007166	1.37E-47	1786	1082	318
GO:BP	blood vessel development*	GO:0001568	2.07E-47	556	1082	159
GO:BP	developmental process	GO:0032502	2.07E-47	4400	1082	573
GO:BP	signal transduction	GO:0007165	1.35E-45	3507	1082	488

* GO terms most relevant to this work.

Flow cytometry using the endothelial-specific marker VE-Cadherin, encoded by the *Cdh5* gene, revealed that at d2, there were no detectable VE-Cadherin+ cells, while at d4, a small percentage (19%) was present (Fig. 2a). Therefore, we extended the differentiation protocol in order to increase the EC population. To this end, at d4, we added a high concentration of VEGFA (200 ng/ml) and Forskolin (2 µM), as suggested by a published protocol^18^. Following this treatment, at d6 and d8, the percentage of VE-Cadherin+ cells increased to 57.4 and 91.3%, respectively (Fig. 2a). Similar results were obtained in multiple experiments. Next, we performed Matrigel assays on d8 cells^19^ in order to determine whether they formed the tubule-like networks expected of fully differentiated ECs. Results indicated that d8 cells had this capacity (Fig. 2b). Thus, this modified differentiation protocol produced a nearly homogeneous population of ECs.

**Fig. 2:**
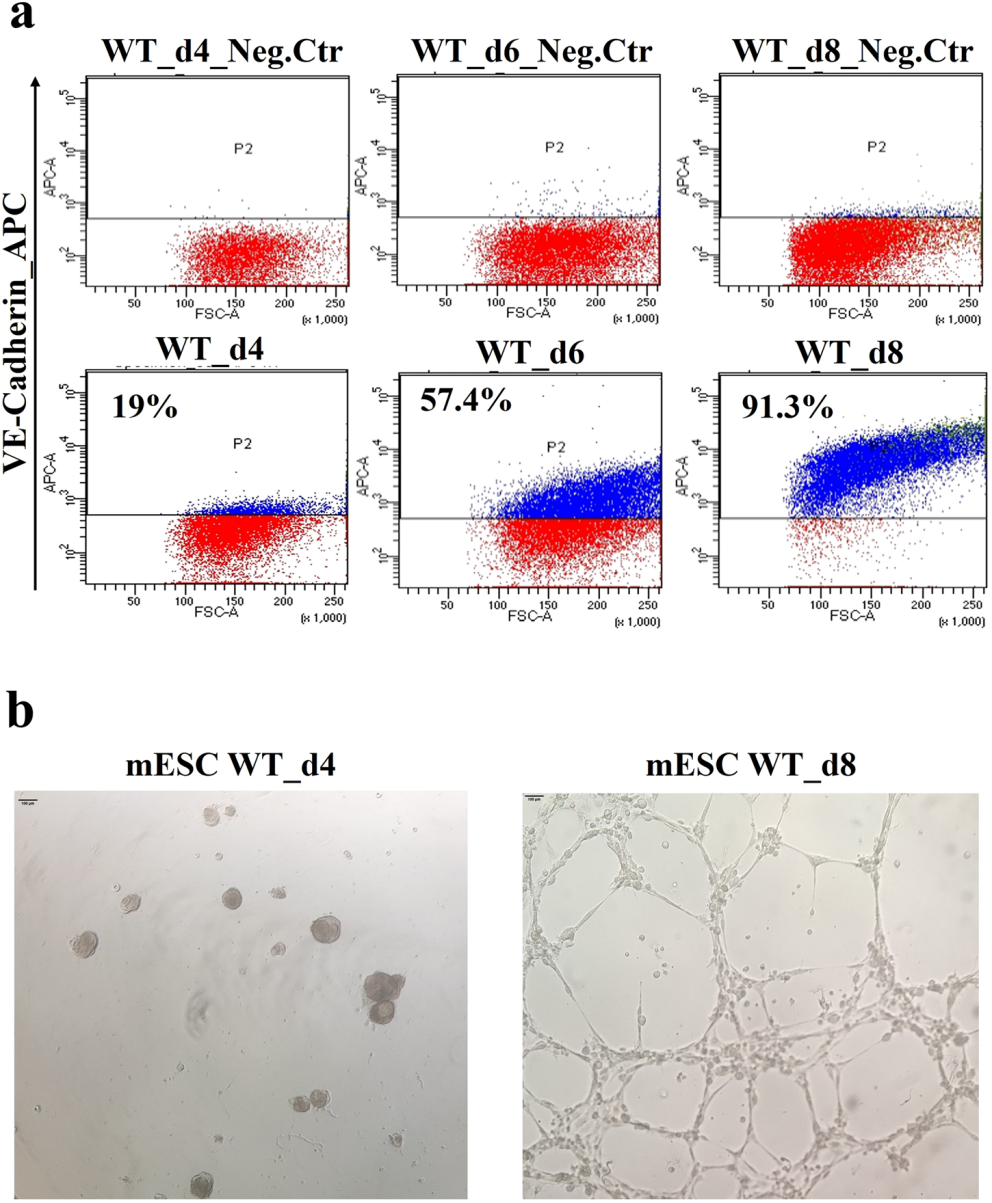
Progressive EC differentiation from cardiogenic mesoderm. **a** Flow cytometry using anti-VE-Cadherin antibody during mESC differentiation. The VE-Cadherin^+^ subpopulation is identified at days 4-6-8 of differentiation. The negative control is isotype IgG1 control antibody-labeled differentiating cells. **b** In vitro tube formation assay (Matrigel) of d4 cells (left, negative control) and d8 cells (right) plated for 24 h. The scale bar is 100 µm.

### An unbiased strategy identifies putative regulatory elements in early EC differentiation

Having identified the d2-d4 time window for the activation of an EC transcription program, we performed ATAC-seq at these two time points in order to localize regions of dynamic chromatin accessibility across the genome. Experiments were performed in two biological replicates (from two independent differentiation experiments), and we subsequently considered consensus peaks only, i.e., peaks that were called in both replicates. Thus, we identified a total of 20,268 consensus peaks at d2 and 17,110 at d4 (Supplementary Data 2), of which 8773 were differentially accessible regions (DARs) as determined by the DiffBind and Descan2 software tools^20,21^; again, we only considered DARs that were identified by both tools (Fig. 3a, b). We then derived a list of marker genes of an EC cluster obtained from single-cell RNA-seq (scRNA-seq) experiments performed on cells selected using a *Tbx1Cre* driver combined with a GFP reporter. *Tbx1* is a CPM marker, and cells were FACS-purified from E8.5 and E9.5 mouse embryos^22^. The EC cluster was characterized by 252 marker genes (listed in Supplementary Data 3) that we intersected with our dataset of d2-d4 DARs opened at d4 (*n* = 4408) (Fig. 3a). This resulted in 101 regions that were significantly more accessible at d4, compared to d2, and were associated with EC expressed genes (Table 2). 

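Most of the EC genes of the Tbx1Cre cluster that Table 2 ties to an opened region were also more highly expressed at d4. Sox7, a transcription factor of early EC (ENSMUSG00000063060.6, chromosome 14 from 63943673 to 63950732 of GRCm38), had 0 counts at d2 and 64.7 ± 26.8 CPM at d4 (SD, n = 2), at least 273-fold higher, and its relative Sox18 had a log2 fold change of 6.29 (standard error 0.54, adjusted p = 2.2e-04). S1pr1, a sphingosine-1-phosphate receptor of vessels, was 492-fold (95% counting interval 87.9 to 19462) higher, from 1 count at d2. Egfl7, a secreted factor of EC, had a log2 fold change of 3.24 (standard error 0.25, adjusted p = 1.6e-04), and Emilin1, an elastic fibre protein, of 4.00 (standard error 0.31, adjusted p = 1.6e-04). Of the 71 genes of Table 2, 70 were tested: 47 were higher at d4, none was lower and 23 did not pass the test (50 higher and 2 lower when adjusted over the list alone). Their median log2 fold change was 3.09. Among those not past the test, Cd34 had a log2 fold change of 0.50 (standard error 0.30, adjusted p = 0.232), Prkch of 1.51 (standard error 0.39, adjusted p = 0.0206), Klf7 of -0.87 (standard error 0.21, adjusted p = 0.0147) and Hmgn5 of -2.02 (standard error 0.72, adjusted p = 0.0649). Clec14a had 3 and 1 counts at d2 and 5 and 5 at d4 and was under the filter. Table 2 rests on chromatin of the same days, and its fold changes had been seen beforehand, so its count is not independent evidence of a direction. Among all markers of the cluster, which come from sorted embryo cells, 136 of the 243 tested were higher at d4 (56%), 12 were lower and 95 did not pass the test (144 higher and 15 lower when adjusted over the list alone). Of the other genes tested, 12.2% were higher, an odds ratio of 9.12 (95% confidence interval 6.99 to 11.9, Fisher's exact test, two-sided, p = 3.3e-58). Fisher's exact test counts genes, which are not independent replicates, so its p-values and intervals here do not cover variation between libraries. Within the cluster, 67.1% of the Table 2 genes and 51.4% of the 173 others were higher, an odds ratio of 1.92 (1.04 to 3.62, Fisher's exact test, p = 0.0321). This last difference did not pass p under 0.05 with the replicate number as a block (odds ratio 1.57, Fisher's exact test, p = 0.175), an alternative set beforehand. Nor did it once a trend on GC content and length was removed from the counts (odds ratio 1.62, Fisher's exact test, p = 0.144), a step chosen after seeing the data. Without either d2 library, edgeR called no gene at an adjusted p under 0.01, so its calls give neither ratio; by the calls of DESeq2, run there after this was seen, they were 13.1 (p = 5.4e-67) and 1.93 (p = 0.0235) without replicate 1 and 15 (p = 8.6e-74) and 1.93 (p = 0.0235) without replicate 2 (Fisher's exact test).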

We then performed a computational prediction of the probability that these regions are enhancers. To this end, we used a machine-learning procedure based on a logistic regression test trained on validated enhancer sequences (see methods for details). The average scores obtained with this procedure are reported in Table 2. Of the 101 regions identified, 57 scored more than 0.5, indicating a significant likelihood of being enhancers; of these, 15 (26%) have been reported in the literature (references indicated in Table 2). A search for transcription factor binding motifs within the 101 regions identified significantly enriched motifs (as the background, we used the peakome associated with expressed genes). Specifically, we found motifs of GATA, ETS transcription factor families, and FOS, a subunit of the AP-1 transcription complex (Fig. 3c and Supplementary Data 4). GATA and ETS factors are co-present in 55% (56 out of 101) of the regions tested. 

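All 6 GATA factors and several ETS factors were higher at d4. Gata4, a factor of cardiac mesoderm and endoderm (ENSMUSG00000021944.15, chromosome 14 from 63198922 to 63271692 of GRCm38), went from 0.318 ± 0.128 to 118 ± 19.5 CPM (SD, n = 2), a log2 fold change of 8.51 (standard error 0.36, adjusted p = 4.0e-05). Gata2, a factor of EC and blood precursors, had a log2 fold change of 7.57 (standard error 0.40, adjusted p = 5.6e-05), Gata6 of 7.35 (standard error 0.30, adjusted p = 4.0e-05) and Gata1, of the red cell lineage, of 4.93 (standard error 0.33, adjusted p = 1.0e-04). Fli1, an ETS factor of EC and blood (ENSMUSG00000016087.13, chromosome 9 from 32422204 to 32542861), rose from 1 count at d2 to 2483 at d4, a ratio of 2189-fold (95% counting interval 392 to 86484). Erg had a log2 fold change of 6.91 (standard error 0.34, adjusted p = 4.5e-05), Ets1 of 4.95 (standard error 0.26, adjusted p = 5.6e-05) and Etv2, an early regulator of EC fate, of 3.75 (standard error 0.35, adjusted p = 3.2e-04). Ets2 and Fos changed less, at 1.70 (standard error 0.22, adjusted p = 0.00121) and 2.71 (standard error 0.37, adjusted p = 0.0015). Fos stayed low, at 3.41 ± 0.0824 CPM at d4 (SD, n = 2), and was not called when a NOISeq probability over 0.8 was required. Elf1, at 1.01 (standard error 0.25, adjusted p = 0.0169), and Elk1, at 0.39 (standard error 0.21, adjusted p = 0.179), did not pass the test, so 10 of these 12 genes were higher and none was lower (11 higher when adjusted over the list alone; camera adjusted p = 3.9e-08, and adjusted p = 0.198 with an estimated correlation), a list picked by the study and not independent evidence. Elf1 passed with no filter (adjusted p = 0.00338), with DESeq2 (0.00911) and without d4 replicate 2 (0.00886), among other settings, and Elk1 under no setting tried. In lists fixed before the counts were seen, all 8 GATA genes and FOG cofactors were higher (8 when adjusted over the list alone; camera adjusted p = 8.3e-07, and adjusted p = 0.198 with an estimated correlation). Of 21 ETS genes, 8 were higher, 3 were lower and 10 did not pass the test (11 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.00471, and adjusted p = 0.334 with an estimated correlation), and the lower ones were Etv1 and Etv4, both named after their values were seen, and Etv5, which had a log2 fold change of -3.67 (standard error 0.26, adjusted p = 1.2e-04). Of 6 AP-1 genes, 5 were higher and 1, Jund, did not pass the test (5 higher when adjusted over the list alone; camera adjusted p = 0.00157, and adjusted p = 0.198 with an estimated correlation), with Jun at 3.42 (standard error 0.26, adjusted p = 1.6e-04) and Jund near 0 (adjusted p = 0.993). Of the 12 genes that the paper names, 0 passed in edgeR without either d2 library, when Gata4 had a log2 fold change of 8.95 (adjusted p = 0.0189) without replicate 1 and 8.08 (adjusted p = 0.018) without replicate 2, and DESeq2, run there after this was seen, called 9 of the 12 both times.

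**Figure D3:**
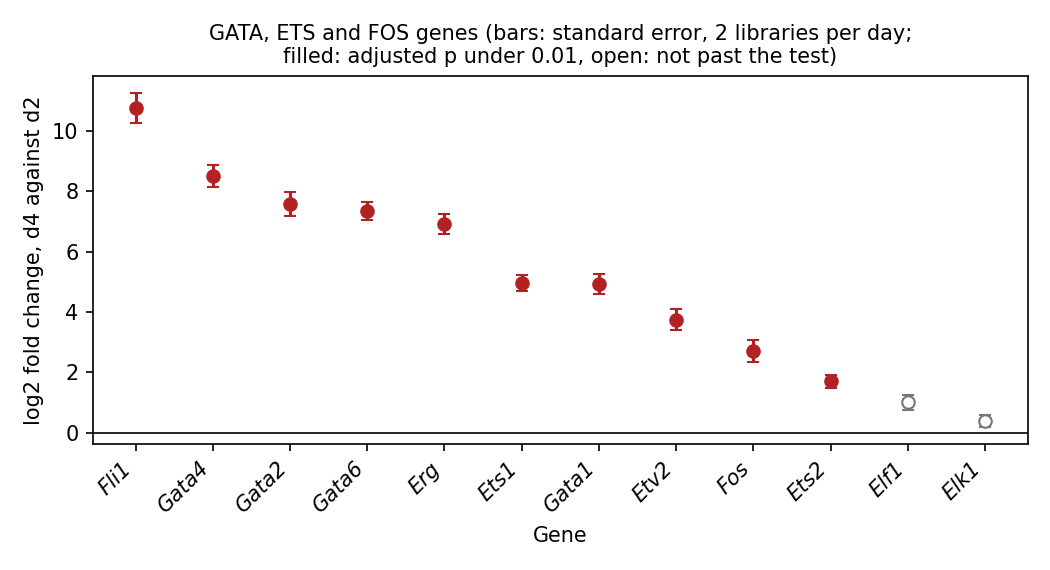
Log2 fold change of d4 against d2 (y axis) with its standard error for 12 GATA, ETS and FOS genes, from 2 libraries per day; filled symbols passed an adjusted p under 0.01 and open symbols did not. Fli1 is highest at 10.77, a value that rests on 1 count at d2, and Elk1 is lowest at 0.39.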

The expression of *Gata1*, *Gata2*, *Gata4*, *Gata6, Fos*, *and Erg*, as well as other ETS family members (e.g., *Ets1, Ets2, Etv2, Fli1, Elk1, Elf1*) genes were strongly upregulated at d4, relative to d2 (Supplementary Data 1).

**Fig. 3:**
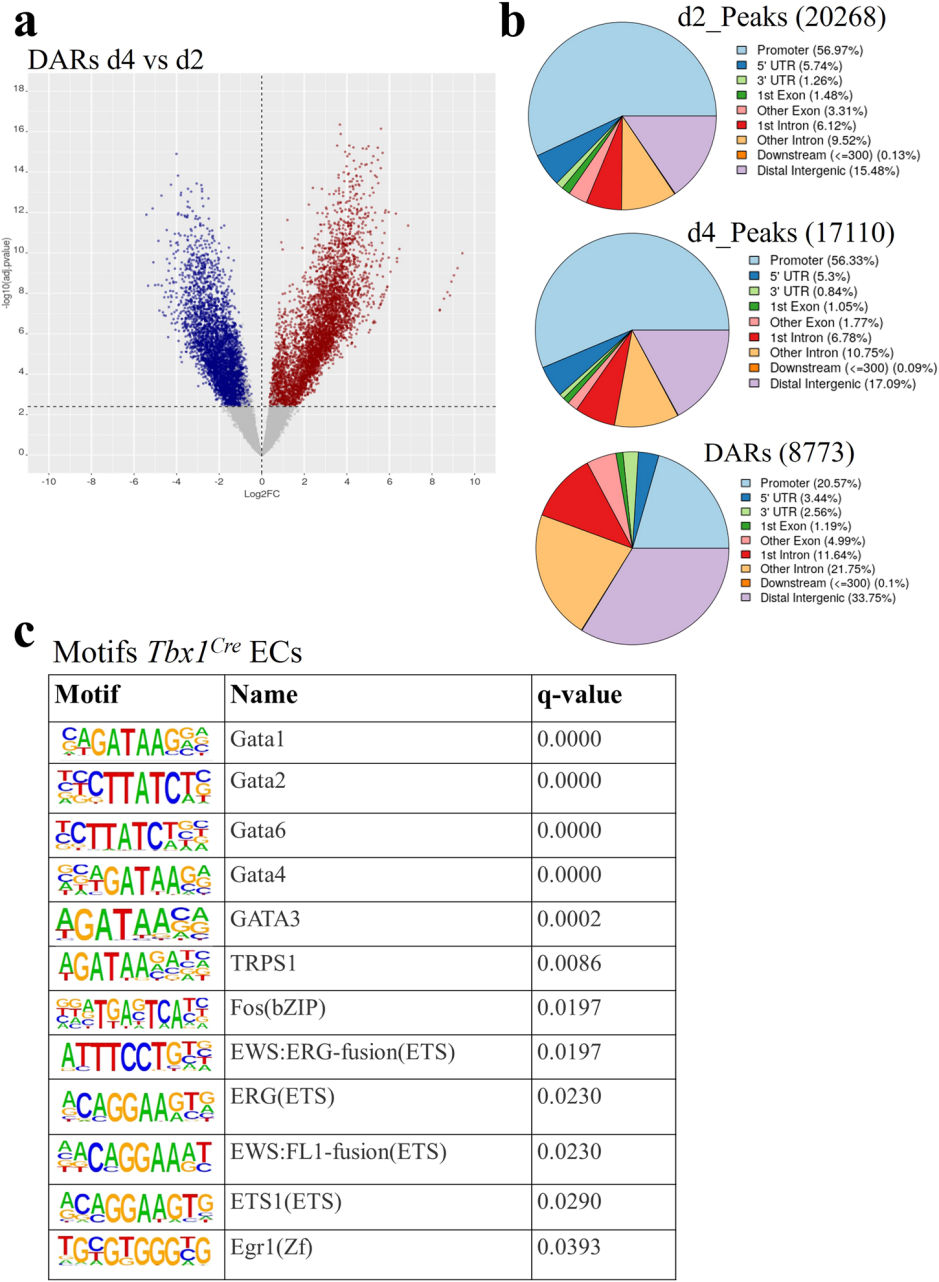
Chromatin remodeling during mESC differentiation. **a** Volcano plot of differentially accessible regions (DARs) in d4 vs d2 samples. In blue are DARs decreased at day 4; in red are DARs increased at day 4. **b** Distribution of total ATAC peaks at d2, d4, and DARs relative to gene features. The promoter region has been set at ±1000 bp to the transcription start site (TSS). Data sources are shown in Supplementary Data 6. **c** Enriched known motifs evaluated by HOMER using DARs mapped to marker genes of the EC cluster reported by Nomaru et al., 2021 selected from the *Tbx1*^*Cre*^-sorted population of mouse embryos at E8.5 and E9.5. The full motif search results are reported in Supplementary Data 4.

**Table 2:** Chromatin regions opened at d4 and mapped to EC marker genes of a *Tbx1*^*Cre*^ - selected EC cluster

Genome coordinates*	logFC (ATAC)	*P* value	FDR	Location	Distance To TSS	Gene	Log2FC (gene exp)	Prediction score	Reference
**chr11-55022942-55023482**	1.731305088	0.000271592	0.001006387	intron 1 of 24	9963	*Anxa6*	1.840085406	0.991523828	
**chr7-99238337-99239019**	1.309011817	0.001473239	0.004457452	Promoter	0	*Mogat2*	3.443899948	0.985975573	
**chr5-30913178-30913820**	2.044580514	4.92016E-06	3.10012E-05	Promoter	0	*Emilin1*	3.926143195	0.980203915	
**chr10-21936372-21937389**	1.772703347	1.31823E-05	7.14788E-05	intron 2 of 13	54188	*Sgk1*	-0.757368697	0.979240582	^48^
**chr13-89540219-89540775**	1.579104843	0.000127698	0.000514763	Promoter	423	*Hapln1*	8.244174051	0.968024995	^49^
**chr16-11063157-11063734**	2.122247938	1.95731E-05	0.000100342	intron 1 of 1	2423	*Litaf*	0.807920379	0.963443838	
**chr8-84978495-84979128**	0.861368199	0.002006188	0.005864294	Promoter	0	*Junb*	3.012397503	0.960556135	
**chr2-148443115-148443933**	2.029241109	8.16186E-06	4.73763E-05	Promoter	0	*Cd93*	5.184191371	0.955478741	
**chr3-115641286-115641901**	4.54895537	3.88153E-13	1.0221E-10	Distal Intergenic	73171	*S1pr1*	6.078338735	0.949913648	
**chr16-38653136-38654086**	3.265019366	3.16978E-10	1.38153E-08	intron 1 of 11	59188	*Arhgap31*	4.096226015	0.946065518	
**chr2-84424961-84425679**	1.371286656	8.62775E-06	4.97039E-05	Promoter	0	*Calcrl*	5.437845621	0.942004327	^50^
**chr3-115642058-115643118**	1.157937743	0.001271082	0.003907539	Distal Intergenic	71954	*S1pr1*	6.078338735	0.937703732	
**chr6-136930481-136931295**	2.262313246	1.46906E-08	2.73155E-07	intron 2 of 4	10604	*Arhgdib*	4.609108878	0.924445706	
**chr2-181675354-181675918**	1.101504454	0.001247142	0.003843758	Distal Intergenic	-3714	*Sox18*	6.278620495	0.920778081	
**chrX-155215770-155216892**	0.697063226	0.000500851	0.00172564	Promoter	0	*Sat1*	0.38385953	0.913155221	
**chr17-35051612-35052273**	1.301729513	0.000104818	0.000432958	intron 1 of 5	1646	*Clic1*	1.53017017	0.908403191	
**chr17-35049442-35049978**	1.170057277	0.001863821	0.005497085	Promoter	0	*Clic1*	1.53017017	0.903060701	
**chr12-113142362-113143009**	2.20121083	2.78426E-08	4.50308E-07	5’ UTR	2126	*Crip2*	-1.179624675	0.874651945	
**chr1-165763426-165764536**	0.698627193	0.001344608	0.004110077	Promoter	0	*Creg1*	3.182864498	0.863872658	
**chr3-115714473-115715572**	0.529473738	0.001090909	0.003419779	Promoter	0	*S1pr1*	6.078338735	0.85868782	
**chr1-144003732-144004869**	0.503180854	0.000973157	0.003093617	Promoter	0	*Rgs2*	-1.029459407	0.84860628	
**chr8-11259710-11260316**	2.934023614	5.02565E-08	7.16949E-07	intron 2 of 51	52510	*Col4a1*	2.874398013	0.836726765	^51^
**chr2-13573367-13574831**	0.982793248	1.80708E-06	1.34356E-05	Promoter	0	*Vim*	3.642359672	0.833198156	^52^
**chr6-5394843-5395471**	3.417825897	3.2162E-07	3.25948E-06	intron 2 of 5	11457	*Asb4*	7.324761549	0.824485197	^53^
**chr6-97409384-97410387**	4.228034629	1.05994E-12	2.01328E-10	intron 5 of 23	207154	*Frmd4b*	1.665242286	0.79211103	
**chr8-94892676-94893416**	5.286881825	1.17385E-10	6.55052E-09	Distal Intergenic	-16346	*Dok4*	4.236953185	0.791249714	
**chr4-115052371-115053185**	1.449178182	2.1041E-06	1.52746E-05	Distal Intergenic	-3241	*Tal1*	7.96371719	0.783816443	^54^
**chr5-142920628-142921318**	2.070287601	3.6157E-05	0.000170398	Distal Intergenic	-13874	*Actb*	0.159559117	0.770046744	
**chrX-109012487-109014210**	0.723851326	0.000378802	0.001349457	Promoter	0	*Hmgn5*	-2.106915277	0.768233996	
**chr11-73176388-73178047**	0.727610704	3.78039E-05	0.00017684	Promoter	0	*Tax1bp3*	1.672449365	0.740025424	
**chr2-93324461-93325216**	2.686220682	1.77961E-06	1.32732E-05	intron 1 of 9	9289	*Tspan18*	4.721226361	0.727564885	
**chr1-135740911-135741635**	1.589350233	0.000158184	0.000621694	intron 2 of 5	20850	*Csrp1*	2.379337052	0.724418472	^55^
**chr3-36475267-36476308**	0.73214147	0.00016777	0.000654584	Promoter	0	*Anxa5*	3.572949326	0.721486433	
**chr14-31403865-31404494**	2.648559146	1.39687E-05	7.5035E-05	intron 3 of 10	31584	*Sh3bp5*	1.72053431	0.719007757	
**chr16-19946514-19947408**	3.489457448	1.90217E-07	2.09978E-06	3’ UTR	35629	*Klhl6*	7.90683331	0.691951993	
**chr2-26588502-26589118**	1.947153026	4.0346E-06	2.63323E-05	5’ UTR	8488	*Egfl7*	3.170311138	0.690434063	^56,57^
**chr3-115689326-115690014**	1.917863191	0.000293159	0.001077617	Distal Intergenic	25058	*S1pr1*	6.078338735	0.688486545	
**chr11-30160959-30161664**	1.728503675	6.59343E-08	8.88461E-07	intron 2 of 35	106511	*Sptbn1*	0.92204993	0.681075617	
**chr6-97349325-97350358**	3.267126204	8.94186E-12	9.74316E-10	intron 8 of 23	267183	*Frmd4b*	1.665242286	0.672500964	
**chr5-75962059-75962768**	3.525514843	6.44941E-09	1.42441E-07	exon 10 of 30	15690	Kdr *	9.563929816	0.659810022	^58^
**chr7-25688933-25689749**	1.080300981	0.000399915	0.001416685	5’ UTR	1931	*Tgfb1*	3.815157444	0.657454308	^59^
**chr8-33853390-33854117**	3.063001529	2.10081E-08	3.61268E-07	exon 1 of 6	75746	*Rbpms*	-0.220039076	0.653527968	
**chr5-142925880-142926955**	1.078374232	3.27414E-05	0.000156548	Distal Intergenic	-19126	*Actb*	0.159559117	0.647794343	
**chr8-84701265-84702036**	1.101006127	0.000391951	0.001390223	Promoter	0	*Lyl1*	6.327509169	0.647382071	^60^
**chr11-30166030-30166678**	3.429683301	1.57673E-08	2.87993E-07	intron 2 of 35	101497	*Sptbn1*	0.92204993	0.641660249	^61^
**chr2-26474918-26475477**	1.799531775	0.000513476	0.00176198	intron 15 of 33	41186	Notch1*	0.257312471	0.62412906	^57^
**chr14-63957637-63958271**	2.390048736	5.94194E-05	0.000261775	Distal Intergenic	13964	*Sox7*	6.987177117	0.59807373	^57^
**chr3-145798563-145799322**	4.210860179	7.79606E-09	1.65056E-07	intron 1 of 5	39888	*Ddah1*	-0.720051753	0.585707542	
**chr12-73708585-73709289**	2.265888997	1.68184E-05	8.80233E-05	intron 10 of 14	123789	*Prkch*	1.45445198	0.581854654	
**chr2-85140743-85141322**	5.553067474	3.86613E-10	1.61008E-08	Distal Intergenic	4518	*Aplnr*	9.097290391	0.574857801	
**chr3-93554391-93556403**	2.214924157	4.05787E-13	1.05751E-10	Promoter	0	*S100a10*	5.054205204	0.572158829	
**chr16-19982519-19983410**	3.86140844	1.0683E-07	1.32511E-06	Promoter	0	*Klhl6*	7.90683331	0.568797524	
**chr11-30157983-30158519**	4.568785303	5.51597E-08	7.72084E-07	intron 3 of 35	109656	*Sptbn1*	0.92204993	0.553206105	
**chr6-129532510-129533841**	0.789252522	0.000273125	0.001011214	Promoter	0	*Gabarapl1*	0.372523642	0.525039134	
**chr1-173329069-173329822**	4.05952659	1.29572E-14	1.05659E-11	Distal Intergenic	3928	*Ackr1*	1.440784328	0.514067727	
**chr2-93353621-93354182**	2.895760309	3.23524E-06	2.18322E-05	Distal Intergenic	-19116	*Tspan18*	4.721226361	0.510984458	
**chr3-109363425-109364021**	3.396376381	9.57111E-07	7.93272E-06	intron 1 of 26	22772	*Vav3*	2.623446553	0.502212038	
chr16-95441060-95441679	3.363920206	2.39211E-07	2.55148E-06	intron 2 of 10	144914	*Erg*	6.889513443	0.499469476	^62^
chr8-11233952-11234565	3.537800237	1.19408E-06	9.50415E-06	intron 21 of 51	78261	*Col4a1*	2.874398013	0.495299847	
chr1-172501596-172502235	1.089221362	0.000165125	0.000645861	intron 1 of 1	1549	*Tagln2*	1.388094983	0.463370767	
chr10-26799417-26800134	2.969095076	1.1126E-07	1.36664E-06	intron 1 of 4	45996	*Arhgap18*	-0.870362617	0.456150298	
chr1-64040678-64041514	1.686016644	1.70116E-05	8.88654E-05	intron 3 of 3	80768	*Klf7*	-0.949199669	0.443756598	
chr9-95316528-95317370	3.494600452	8.82422E-10	3.00225E-08	Distal Intergenic	89352	*Chst2*	3.037623284	0.442088425	
chr2-85131555-85132201	2.711506803	6.0688E-09	1.35764E-07	Distal Intergenic	-4024	*Aplnr*	9.097290391	0.431132704	^63^
chr18-53425671-53426379	2.794705195	7.74867E-08	1.01125E-06	Distal Intergenic	-7556	*Ppic*	5.0736309	0.425441329	
chr14-75138353-75138975	3.943462533	1.38032E-07	1.62314E-06	intron 1 of 2	7252	*Lcp1*	3.84734392	0.417696009	^64^
chr18-53426927-53427686	4.870005269	1.10308E-12	2.06554E-10	Distal Intergenic	-8812	*Ppic*	5.0736309	0.415547817	
chr3-89835050-89835826	3.075642121	3.07665E-06	2.09353E-05	intron 2 of 5	3680	*She*	3.765547855	0.412298789	
chr10-4282309-4282866	2.362020174	3.2946E-05	0.000157318	intron 1 of 3	15929	*Akap12*	-0.870447807	0.390930968	
chr16-75908881-75909529	3.651681991	8.30462E-08	1.06999E-06	5’ UTR	112752	*Samsn1*	5.666546058	0.365464515	
chr1-194927690-194928341	2.724633467	2.77687E-07	2.884E-06	Distal Intergenic	-10478	*Cd34*	0.44042767	0.356837904	
chr10-4305815-4306601	3.424551318	5.51123E-09	1.25966E-07	intron 1 of 3	39435	*Akap12*	-0.870447807	0.355125106	^65^
chr9-95380768-95381560	2.442319238	2.5521E-06	1.79756E-05	Distal Intergenic	25162	*Chst2*	3.037623284	0.350824132	
chr3-109378581-109379181	3.811986044	8.44848E-08	1.08576E-06	intron 1 of 26	37928	*Vav3*	2.623446553	0.339812462	
chr13-60897290-60898110	3.410979205	1.42447E-07	1.66633E-06	Promoter	0	*Ctla2b*	2.673239312	0.335291515	
chr9-52027082-52027944	3.001473815	4.88859E-08	7.00005E-07	Distal Intergenic	-19229	*Rdx*	0.482386098	0.318892828	
chr13-89401033-89401821	3.162063423	1.21102E-09	3.86993E-08	Distal Intergenic	-137975	*Hapln1*	8.244174051	0.31393253	
chr5-147657739-147658344	3.679060144	3.59534E-08	5.50161E-07	intron 10 of 29	67667	Flt1*	3.457437932	0.312128356	
chr2-85123744-85124380	0.863115881	0.002825274	0.007924122	Distal Intergenic	-11845	*Aplnr*	9.097290391	0.311506179	
chr9-114808599-114809249	3.337893079	6.67984E-08	8.97712E-07	intron 1 of 3	34907	*Cmtm8*	1.106835823	0.301417883	
chr2-84389089-84389687	4.385089165	1.18867E-07	1.44324E-06	intron 2 of 15	35724	*Calcrl*	5.437845621	0.287387375	
chr7-92883715-92884361	4.108801752	4.48011E-08	6.52378E-07	intron 1 of 8	9245	*Prcp*	0.890127682	0.2870828	
chr6-97582577-97583222	2.141686723	6.19429E-05	0.000271944	intron 1 of 23	34319	*Frmd4b*	1.665242286	0.274362384	
chr17-43373934-43374631	3.026626647	8.29606E-07	7.0874E-06	intron 1 of 20	13483	*Adgrf5*	4.69560476	0.269814575	
chr16-76065857-76066646	3.693763761	1.16434E-08	2.26584E-07	Distal Intergenic	-43576	*Samsn1*	5.666546058	0.269170012	
chr13-89335818-89336406	2.395069713	0.000641372	0.002142907	Distal Intergenic	-203390	*Hapln1*	8.244174051	0.268241797	
chr9-95314673-95315374	2.884049845	1.15305E-06	9.24747E-06	Distal Intergenic	91348	*Chst2*	3.037623284	0.264828778	
chr13-89547208-89548072	3.499979281	5.14707E-10	1.98343E-08	intron 1 of 4	7412	*Hapln1*	8.244174051	0.262742598	
chr13-89484275-89485097	2.772654798	1.03266E-05	5.79204E-05	Distal Intergenic	-54699	*Hapln1*	8.244174051	0.255978068	
chr13-83382519-83383162	3.521621792	7.1222E-08	9.43617E-07	Distal Intergenic	-120872	*Mef2c*	3.644161905	0.254208216	
chr3-145813630-145814226	3.318682751	2.98568E-06	2.04041E-05	intron 1 of 5	54955	*Ddah1*	-0.720051753	0.253784785	
chr12-58367729-58368337	2.905737944	4.15522E-06	2.69126E-05	Distal Intergenic	-98439	*Clec14a*	not expressed	0.249409401	
chr3-109286346-109287236	5.452417009	6.17653E-16	1.76511E-12	Distal Intergenic	-53417	*Vav3*	2.623446553	0.240780479	
chr13-13493413-13494152	3.674686103	7.48442E-09	1.60066E-07	intron 12 of 19	55862	*Nid1*	4.491278717	0.239005797	
chr3-115659308-115659933	8.846757077	1.25958E-08	2.41402E-07	Distal Intergenic	55139	*S1pr1*	6.078338735	0.235343788	
chr13-89496485-89497058	4.010793625	2.69117E-07	2.81291E-06	Distal Intergenic	-42738	*Hapln1*	8.244174051	0.230621683	
chr3-144707199-144707864	3.040975659	1.08953E-07	1.3421E-06	intron 3 of 9	12471	*Sh3glb1*	1.483562543	0.21845483	
chr13-89493047-89493859	3.671341029	4.39692E-10	1.78125E-08	Distal Intergenic	-45937	*Hapln1*	8.244174051	0.218100386	
chr13-106836013-106836912	2.462918282	1.00218E-07	1.25417E-06	3’ UTR	100046	*Ipo11*	-0.279800828	0.196332462	
chrX-114473775-114474757	1.585786837	4.09451E-06	2.66422E-05	Promoter	0	*Klhl4*		0.185693143	
chr10-77193427-77194055	1.478798032	0.002767985	0.007785036	Distal Intergenic	-26879	*Col18a1*	0.159193727	0.169242251	

* Genome coordinates shown in bold refer to regions with prediction score >0.5 (more than 50% chance to be enhancer).

Next, we repeated the procedure using marker genes expressed in endothelial clusters of a scRNA-seq dataset from *Mesp1*^*Cre*^-sorted cells at the same developmental stage (E9.5)^22^. *Mesp1*^*Cre*^-sorted cells include ECs derived from the entire anterior mesoderm and not just the cardiopharyngeal mesoderm, practically the entire vascular bed of the trunk, as the head and most posterior regions of the embryos were removed before sorting^22^. In this study, two endothelial clusters were identified, named c2 and c16, that shared 801 marker genes (Supplementary Data 3). 

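Lama4, Itga2b and Tbx20 were among the markers of the Mesp1Cre EC clusters that were higher at d4, and Dll1 was among those that were lower. Lama4, a laminin of vessel basement membranes and a marker of both clusters, went from 0.829 ± 0.0992 to 92.2 ± 9.55 CPM (SD, n = 2), a log2 fold change of 6.78 (standard error 0.28, adjusted p = 4.0e-05). Itga2b, an integrin of platelets and early blood precursors, and Fzd10, a WNT receptor, also shared by both clusters, had log2 fold changes of 7.73 (standard error 0.40, adjusted p = 5.5e-05) and 5.98 (standard error 0.29, adjusted p = 4.5e-05). Fbln2, an extracellular matrix protein, and Tbx20, a cardiac T-box factor, both markers of c16 alone, had 6.24 (standard error 0.27, adjusted p = 4.1e-05) and 9.34 (standard error 0.45, adjusted p = 4.5e-05), and Slc2a3, a glucose transporter of c2 alone, 2.62 (standard error 0.20, adjusted p = 1.6e-04). Dll1, a NOTCH ligand among the markers of both clusters, was lower at d4, with a log2 fold change of -2.01 (standard error 0.37, adjusted p = 0.00525), a call that ended when a NOISeq probability over 0.8 was required. Of 1075 c2 markers tested, 441 were higher at d4 (41%), 105 were lower and 529 did not pass the test (510 higher and 127 lower when adjusted over the list alone). Of the other genes tested, 10.8% were higher. This gives an odds ratio of 5.76 (95% confidence interval 5.03 to 6.6, Fisher's exact test, two-sided, p = 3.2e-129). Here too genes are not independent replicates, so this interval and p-value, and those below, do not cover variation between libraries. Of 1247 c16 markers, 521 were higher (41.8%), 124 were lower and 602 did not pass the test (593 higher and 149 lower when adjusted over the list alone), an odds ratio of 6.24 (5.49 to 7.08, Fisher's exact test, two-sided, p = 7.1e-160). The clusters share most of their markers, so these counts are not independent of each other: of 727 shared markers tested, 337 were higher (46.4%), against 29.9% of 348 found in c2 alone and 35.4% of 520 found in c16 alone. Without either d2 library, edgeR called no gene at an adjusted p under 0.01, so its calls give no ratio; by the calls of DESeq2, run there after this was seen, the ratios of c2 and c16 were 7.78 (p = 4.6e-128) and 7.81 (p = 5.9e-142) without replicate 1 and 7.41 (p = 7.4e-116) and 7.61 (p = 1.7e-131) without replicate 2 (Fisher's exact test).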

We mapped DARs upregulated at d4 to these sets of genes and identified 536 unique putative regulatory elements, of which, 283 (52.8%) had a score above 0.5 (Supplementary Data 3). We conducted motif searches using DARs upregulated at d4 mapped to marker genes of the two endothelial clusters separately, 434 regions for *Mesp1*^*Cre*^ c16 and 367 regions for *Mesp1*^*Cre*^ c2. Results identified a more extensive set of motifs than the one identified using the *Tbx1*^*Cre*^ dataset, but the most enriched ones were again GATA and ETS factors (Supplementary Data 4).

### Identification and validation of EC regulatory elements (RE) associated with major EC differentiation genes

Next, we applied a different approach to the identification of EC-REs: we selected a group of well-known endothelial genes that were expressed at d4, on the basis of RNA-seq data, and that exhibited regions of increased chromatin accessibility at d4. 

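At d4, the EC genes chosen for their nearby open regions differed widely in expression. Kdr, the VEGF receptor 2, was at 532 ± 98.0 CPM at d4 (SD, n = 2) and at 0.669 ± 0.0206 CPM at d2. Flt1, the VEGF receptor 1, was at 154 ± 11.5 CPM at d4 and 13.3 ± 0.864 at d2, and Pecam1 at 97.8 ± 14.5 and 2.67 ± 0.306. Cdh5, which encodes VE-cadherin, was at 113 ± 32.8 CPM at d4 and 0.0789 ± 0.00413 at d2. Eng, which encodes endoglin, a TGF-beta co-receptor (ENSMUSG00000026814.16, chromosome 2 from 32646595 to 32682669 of GRCm38), was at 21.5 ± 7.82 CPM at d4 and 10.8 ± 2.35 at d2, a log2 fold change of 0.98 (standard error 0.33, adjusted p = 0.0527). Notch1 (ENSMUSG00000026923.15, chromosome 2 from 26457903 to 26516663) was at 43.9 ± 15.8 CPM at d4 and 34.8 ± 10.9 at d2. Of the 6 genes, 4 were higher at d4 and 2, Eng and Notch1, did not pass the test (4 higher when adjusted over the list alone; camera adjusted p = 2.8e-04, and adjusted p = 0.34 with an estimated correlation), and since the study chose them on these data the count is not independent evidence. Eng passed with no filter (adjusted p = 0.0037), among other settings. Its log2 fold change was 1.32 without d4 replicate 2 and 0.56 without d4 replicate 1. The calls of the other 4 ended in edgeR without either d2 library, but were kept by DESeq2, run there after this was seen. The log2 fold changes in edgeR were then 9.57 and 9.58 for Kdr, 3.59 and 3.41 for Flt1 and 5.07 and 5.25 for Pecam1. Of 20 genes of the NOTCH pathway, fixed as a list before the counts were seen, 6 were higher, 5 were lower and 9 did not pass the test (8 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.24, and adjusted p = 0.76 with an estimated correlation). Notch3, a receptor of mural cells, rose from 44.0 ± 16.7 to 336 ± 85.5 CPM (SD, n = 2), and the target genes Hey1 and Hey2 had log2 fold changes of 3.87 (standard error 0.31, adjusted p = 1.8e-04) and 5.21 (standard error 0.32, adjusted p = 8.1e-05). The ligand Dll3 and the glycosyltransferase Lfng were lower, at -2.86 (standard error 0.49, adjusted p = 0.00393) and -2.98 (standard error 0.43, adjusted p = 0.00181), as were Dll1, Jag1 and Jag2, and Maml3 was higher; Jag1, Jag2 and Maml3 are named after their values were seen. The calls of Dll3, Lfng and Nrarp ended when a NOISeq probability over 0.8 was required. Of the NOTCH1 target genes that the paper names, Hes1, at 3.52 (standard error 0.23, adjusted p = 9.6e-05), and Nrarp, at 1.99 (standard error 0.25, adjusted p = 0.00101), were higher, and Dll4, at 2.77 (standard error 0.59, adjusted p = 0.01) before rounding above the threshold, did not pass the test (3 higher when adjusted over the list alone; camera adjusted p = 0.0104, and adjusted p = 0.341 with an estimated correlation), a list of the study's and not independent evidence.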

We focused on 6 putative, non-promoter REs associated with six genes: *Kdr* (encoding VEGFR2), *Chd5* (encoding VE-CADHERIN), *Eng* (encoding ENDOGLIN), *Flt1* (encoding VEGFR1), *Pecam1*, and *Notch1*. Computational prediction indicated that four of the six putative EC-REs identified had a score above 0.5, indicating a high probability of being enhancers (Table 3 and Fig. 4). Furthermore, the two putative EC-REs associated with *Kdr* and *Notch1* are amongst the 101 regions open at d4 and mapped to EC marker genes (asterisks on Table 2).

**Table 3:** Putative EC regulatory regions associated with the genes indicated

Peak region	Location	Distance to TSS	Gene	Upregulated at d4 compared to d2	Prediction score
chr2-32661523-32662398	intron 2	*14928*	*Eng*	yes	0.7015349
chr5-75961876-75963126	intron 10	*15332*	*Kdr*	yes	0.6563047
chr2-26474950-26475427	intron 15	*41236*	*Notch1*	no	0.6256454
chr8-104110355-104111309	intron 1	*8730*	*Cdh5*	yes	0.5127832
chr11-106713708-106714257	intron 2	*36371*	*Pecam1*	yes	0.4803304
chr5-147657600-147658539	intron 10	*67472*	*Flt1*	yes	0.3063491

*TSS:* Transcription start site.

**Fig. 4:**
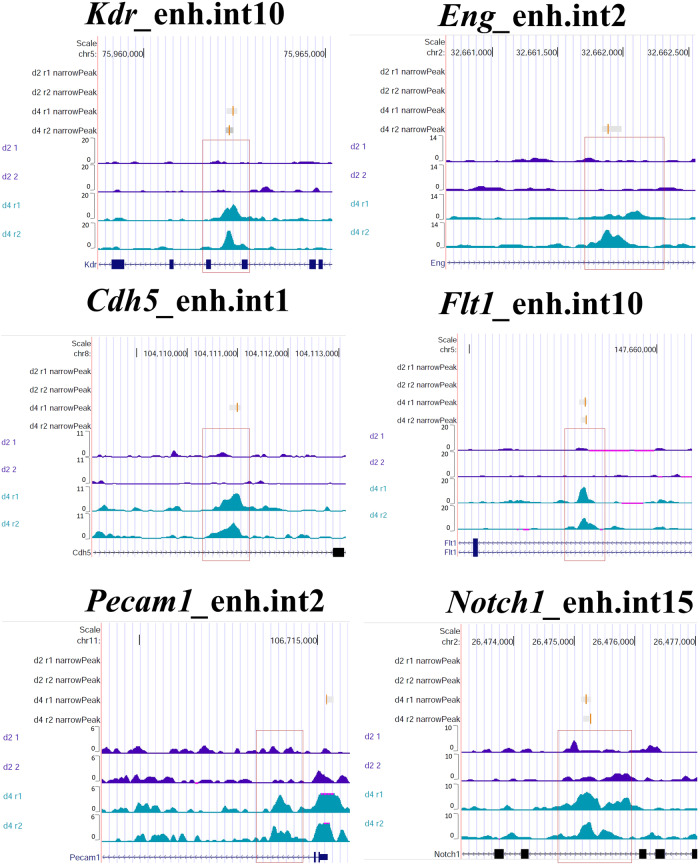
Selection of putative regulatory elements in major EC genes (EC-REs). ATAC-seq coverage associated with six putative EC-REs, associated with six selected EC genes: *Kdr; Eng; Cdh5; Flt1; Pecam1; Notch1*. On the vertical axis, there are the genome coverage of d2 (replicate1 and replicate2) and d4 (replicate1 and replicate2). Red boxes indicate the open chromatin region at d4.

To test the importance of the putative EC-REs, we used an epigenetic reprogramming strategy based on CRISPR-dCAS9:LSD1 (Fig. 5a). We first generated an ES cell line that stably expressed the dCAS9:LSD1 construct (named #B1 dCas9-LSD1). We then designed crRNAs targeting the six EC-REs and a control crRNA targeting a gene desert sequence (Supplementary Data 5). We transfected #B1 dCas9-LSD1 cells with targeting and control gRNAs complex (crRNAs:ATTO-tagged tracrRNA), FACS-purified the ATTO+ cells, and subjected them to the EC differentiation protocol. Cells were harvested at d4, d6, and d8 and the expression of the targeted genes was measured by quantitative real-time PCR (qPCR). Experiments were repeated at least four times. Results showed that LSD1 targeting of the six EC-REs resulted in reduced expression of the associated genes (Fig. 5b), with the exception of the *Pecam1*-associated RE, which also had a low probability score (Table 3). In most cases, the reduction in gene expression was more evident at the later stages of differentiation tested, namely d6 and, even more so at d8.

**Fig. 5:**
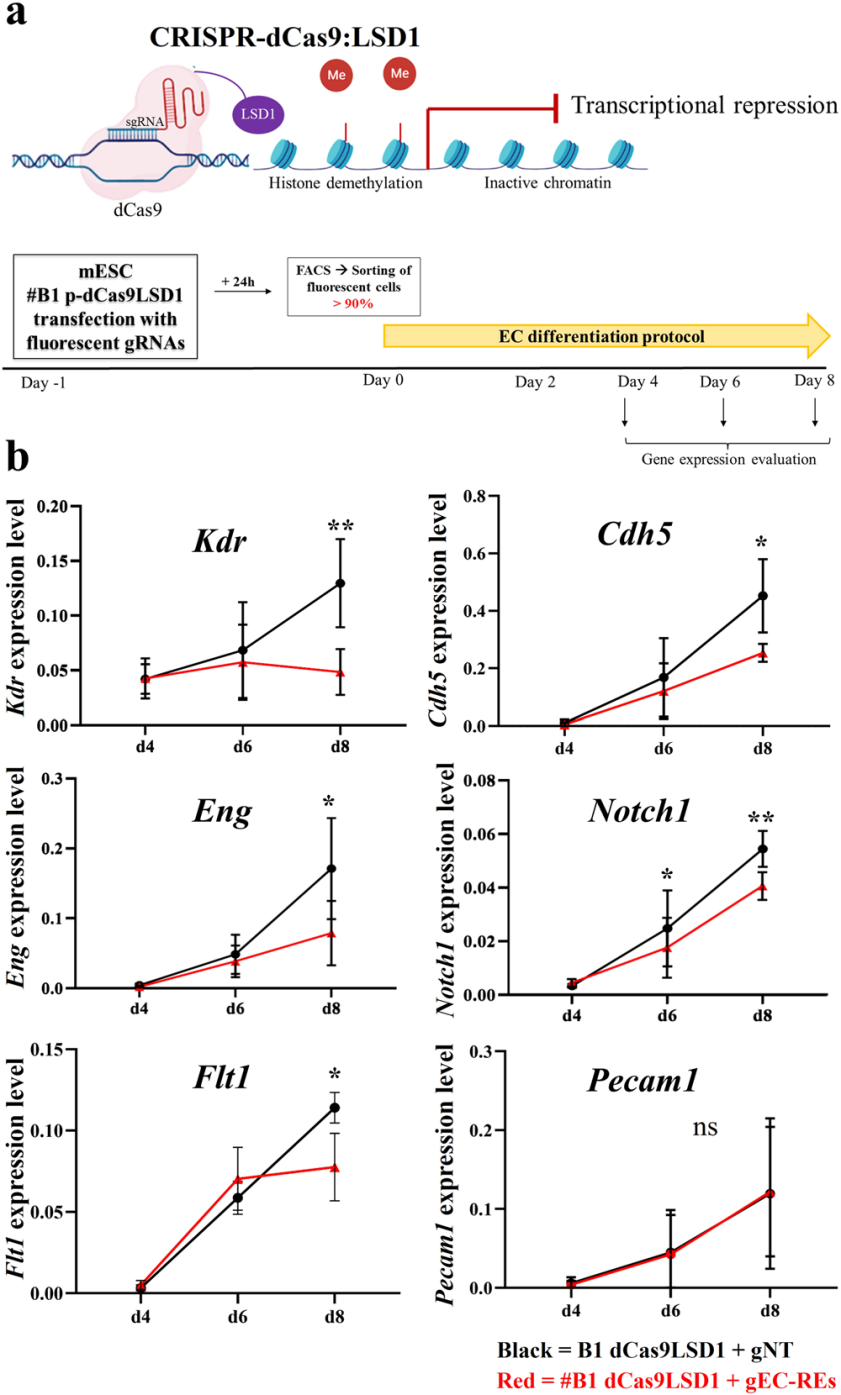
Epigenetic reprogramming validates putative regulatory elements. **a** Top: Schematic overview of CRISPR-dCas9:LSD1 system: the fusion protein dCas9:LSD1 is able to bind DNA target and LSD1 can demethylate histone H3 lysine 4 (H3K4me1 and me2) near the putative enhancer region to decommission the enhancer. *Bottom*: cartoon of the experimental plan. mESC #B1 dCas9-LSD1 were transfected with fluorescent gRNAs. Fluorescent-sorted cells were differentiated into ECs from day 0 to day 8. Samples were collected on day 4, day 6, and day 8 to analyze the gene expression. **b** Quantitative real-time PCR (qPCR) analysis of *Kdr; Cdh5; Eng; Notch1; Flt1*, and *Pecam1* mRNA expression level in cells of clone #B1 dCas9-LSD1 transfected with gRNAs targeted (in red) or control (in black) during EC differentiation. X-axis denotes the three time points (d4-d6–d8); y-axis indicates the expression level, evaluated using the 2^−*ΔCt*^ method. *Gapdh* expression was used as a normalizer. Values are the average of four (*n* = 4) biological replicates $$\pm$$ standard deviation (SD). *p* value (*) <0.05 and *p* value (**) <0.01 are considered significant; ns no statistical significance (parametric paired *t*-test, one-tailed).

### The EC-REs for Notch1 and Pecam1 are required for gene expression

Next, we selected the *Notch1* and *Pecam1* EC-REs for further testing based on the importance of the associated genes for EC differentiation, and because of the negative results obtained with epigenetic reprogramming for *Pecam1*. We deleted the putative EC-REs using CRISPR-Cas9; for each RE, we selected two gRNAs flanking the segment (Fig. 6a, gRNA sequences are shown in Supplementary Data 5), and these were transfected into mESCs along with the Cas9 protein and ATTO-labeled tracrRNA. We then plated FACS-purified ATTO+ cells to a clonal density. Clones were later picked and expanded into 96-well plates. DNA extracted from clones was screened by PCR to identify clones carrying homozygous deletion of the putative RE. We expanded two homozygously deleted clones for each deleted RE. All four clones were used in multiple differentiation experiments (*n* = 5). Results showed that both *Pecam1* and *Notch1* expression were significantly affected by the deletion of their respective REs at d6 and d8 (Fig. 6b).

**Fig. 6:**
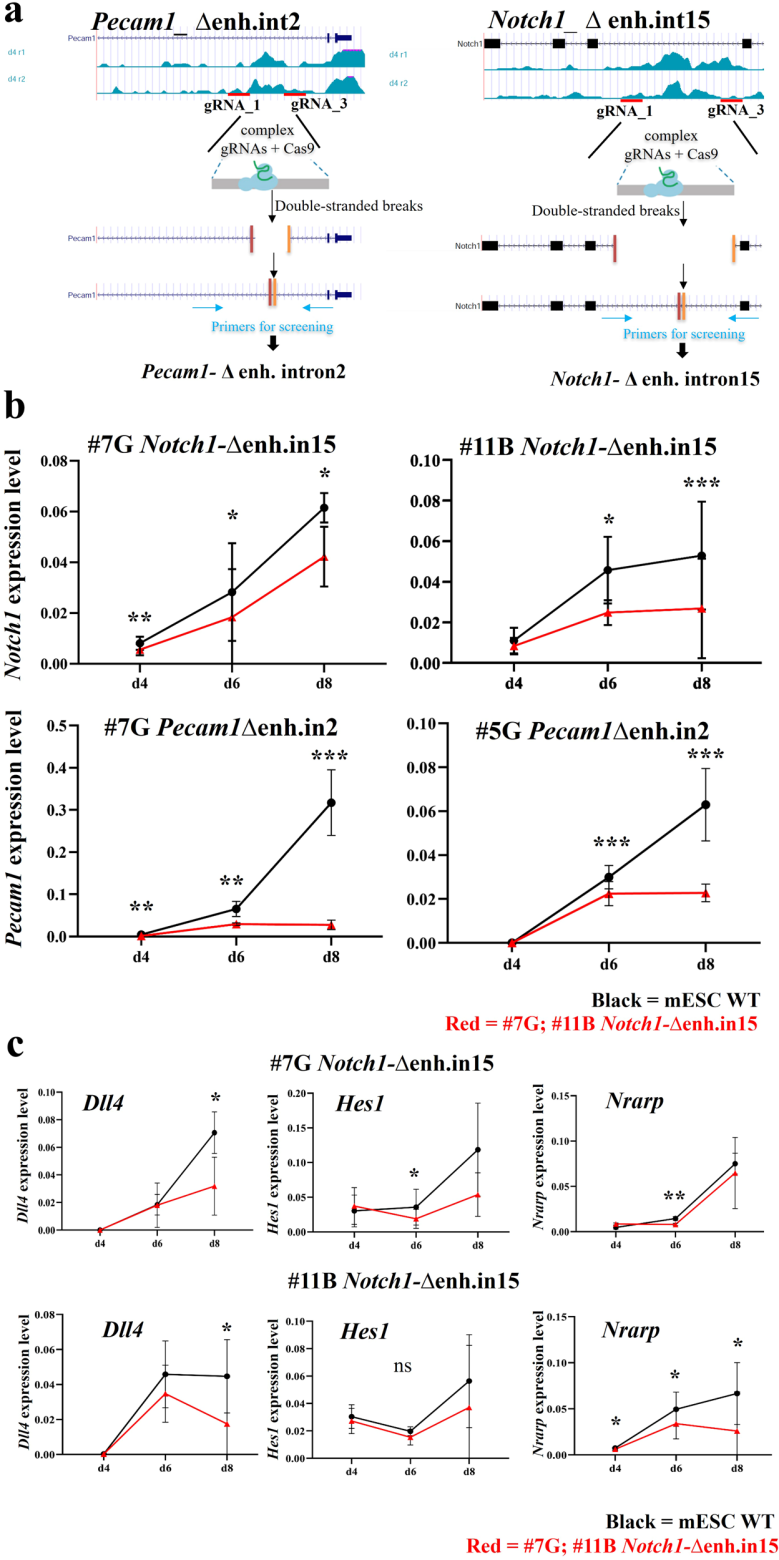
Homozygous deletion of putative regulatory elements of Notch1 and Pecam1 genes reduced their expression during EC differentiation. **a** Scheme of the steps of targeted Pecam1- enh.int2 and Notch1- enh.int15 deletion with CRISPR/Cas9. Red lines indicate the position of the two gRNAs used. **b** Quantitative real-time PCR (qPCR) analysis of *Notch1* mRNA expression level in mESC *Notch1-*∆enh.in15 (clones #7 G; #11B) and *Pecam1* in mESC *Pecam1*∆enh.in2 (clones #7G; 5G) during EC differentiation. *Notch1* and *Pecam1* expression was reduced in mutant cell lines (in red), compared to WT cells (in black), used as control. The X-axis denotes the three time points (d4-d6-d8); the y-axis indicates the expression level, evaluated using the $${2}^{-\varDelta {Ct}}$$ method. *Gapdh* expression is used as a normalizer. Values are the average of five biological replicates $$\pm$$ standard deviation (SD). *p* value (*) <0.05; *p* value (**) <0.01 and *p* value (***) <0.001 are considered significant; ns no statistical significance (parametric paired *t*-test, one-tailed). **c** Quantitative real-time PCR (qPCR) analysis of gene expression of *Notch1*-related genes in mESC *Notch1-∆*enh.in15 (clones #7G; #11B) during EC differentiation. *p* value (*) <0.05 and *p* value (**) <0.01 are considered significant; ns no statistical significance (parametric paired *t*-test, one-tailed).

We next tested whether the deletion of the *Notch1* EC-RE affected the expression of a subset of NOTCH1 target genes, namely *Hes1, Nrarp*, and *Dll4*. Results showed that all of these genes were affected by the deletion of the enhancer, but with some differences. Specifically, *Hes1* and *Nrarp* were significantly and consistently downregulated at d6 but not at d8. Conversely, *Dll4* was downregulated only at d8 (Fig. 6c). Thus, deletion of the EC-RE identified here was sufficient to cause dysregulation of at least part of the NOTCH1 signaling pathway.

Next, we used the *Notch1* enhancer deletion lines (clones #7 G, #11B *Notch1-*∆enh.in15), along with the parental WT line, to generate gastruloids as described by ref. ^23^. Gastruloids developed a primitive EC network (PECAM1-positive) in both the WT and mutant lines (examples in Fig. 7a, *n* = 10 immunostained for each clone). However, mutant gastruloids appeared more densely stained, although we could not quantify them due to the complexity of patterns. Therefore, we subjected the lines to a standard Matrigel test and evaluated the branching points of the EC network generated (see Methods). Results of five independent experiments showed that *Notch1* mutant clones developed a more intricated EC network with a significantly higher number of branch points (Fig. 7b). These results are consistent with the NOTCH1 signaling role in limiting vessel branching^24^.

**Fig. 7:**
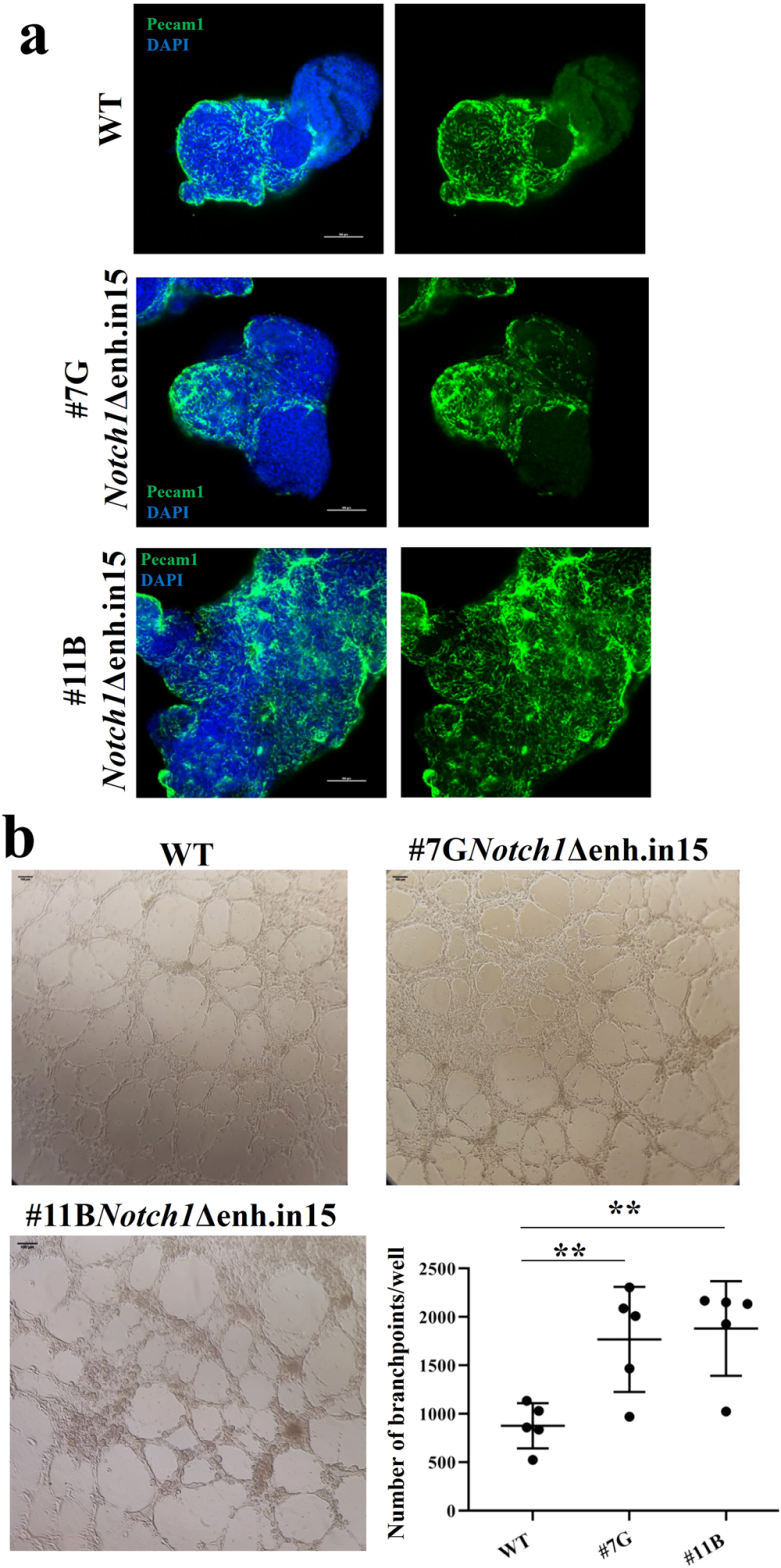
The deletion of the Notch1 EC-RE affected the development of a vascular-like network in differentiating mESC. **a** Immunofluorescence images showing PECAM1 expression (in green) on cardiac gastruloids at 168 h, using WT and mESC *Notch1-*∆enh.in15 (clones #7G; #11B). Images were obtained with Nikon A1 Confocal Microscopy. Scale bars: 100 µm. **b** In vitro tube formation assay (Matrigel) of d8 WT and mESC *Notch1-*∆enh.in15 (clones #7G; #11B) plated for 24 h. Scale bars, 100 µm. Quantification of branch points from five independent experiments. *p* value (**) <0.01 obtained using the parametric paired *t*-test, one-tailed. Error bars: SD.

## Discussion

The cardiopharyngeal mesoderm^6^ is a lineage that provides progenitors to various structures including those of the heart, pharyngeal apparatus, and vessels^9,10^. Endothelial cells are heterogeneous in origin and single-cell sequencing assays are starting to define specific transcription and chromatin profiles depending on the tissue of origin^4^. However, whether cells destined to differentiate in EC are primed by distinct mechanisms according to their origin, is still unclear. One possible avenue to address this question is to identify tissue-specific enhancers for each lineage. In this study, we propose an approach that leverages novel and published data, integrated with software tools, and genetic/epigenetic editing in a cell differentiation model. This integrated approach identified a group of putative EC enhancers, some of which had already been reported in the literature and were validated in our model. For this study, we used a mesoderm differentiation protocol originally proposed for cardiogenic mesoderm induction^17^ and observed the activation of EC-specific gene expression and chromatin remodeling (as assayed by ATAC-seq) 48 h after induction. However, at this stage (d4), only a small percentage of cells exhibit an EC phenotype as defined by the expression of VE-cadherin on the cell surface, suggesting that activation of the EC program is at an early stage. Boosting VEGF signaling after mesoderm induction promoted EC differentiation such that a near-homogeneous EC-like population was obtained at d8, as measured by VE-cadherin expression and Matrigel assays. We selected to leverage chromatin dynamics of EC-specific gene activation at an early developmental time window (d2-d4) in order to capture the regulatory sequences associated with the activation of the EC program in cardiogenic mesoderm. To this end, we used data-rich bulk ATAC-seq and RNA-seq information, combined with published high-resolution tissue- and time-specific scRNA-seq of cells that were selected using the *Tbx1*^*cre*^ driver, *Tbx1* being a marker of the cardiopharyngeal mesoderm. This enabled us to identify 101 regions that became more accessible in the selected time window and mapped to EC genes defined by scRNA-seq data (Table 2). Of the 57 putative enhancers scoring >0.5 identified through our unbiased approach, 15 (26%) were already reported in the literature, thus suggesting that our approach was efficient in detecting likely regulatory elements in our model. In addition, motif analysis showed enrichment of transcription factors known to be involved in EC development, further supporting the suitability of the approach. However, we did not validate these putative enhancers directly in our model; thus, further work will be necessary to establish the reliability of our approach for systematic identification of cell type-specific enhancer sequences.

The candidate gene approach was designed to identify regulatory sequences “activated” in our model and associated with genes known to be involved in EC development. We have validated them regardless of the prediction score and found five of the six tested putative REs to regulate the respective genes. Overall, we identified regulatory elements for many of the known genes involved in EC development, including a subset of genes expressed in CPM-derived cells in vivo like, for example, *Notch1*^8^.

Epigenetic reprogramming, while providing consistent results, proved to be variable in our hands. Sources of variability may be the efficiency of transfection, the gRNAs, or perhaps the variable extent of chromatin modification induced by the dCAS9:LSD1 complex. Furthermore, the inconsistent results obtained with the *Pecam1* putative enhancer using epigenetic reprogramming and gene editing may be due to different reasons. We speculate that perhaps the sequence is not a regulatory element (as suggested by the low prediction score), but the genetic deletion may have altered the expression of the gene by interfering with processes like RNA maturation/splicing or causing other structural perturbation of the gene.

The dCas9-recruited repressor could potentially cause chromatin modifications beyond the intended targeted sequence, particularly if the promoter is nearby. The six enhancers tested with this method are all fairly distant from the transcriptions start site (TSS, Table 3). The closest is 8.7Kb from the TSS, the others are between 15 and 67 Kb.

Searches for consensus sequences in the putative enhancer regions identified GATA motifs as the most enriched, together with ETS factors (ERG, FLI,) and the AP-1 subunit FOS (Fig. 3b). EC genes from cell clusters derived using the *Mesp1*^*Cre*^ driver^22^, which captures a larger and more diverse EC population than *Tbx1*^*Cre*^, exhibited DARs enriched for a more extensive set of motifs, but they also included GATA and ETS motifs. Interestingly, the *Mesp1*^*cre*^ dataset motifs also included transcription factor families that play a role in CPM development, such as T-BOX, FOX, and MEIS factors (Supplementary Data 4), raising the question of whether they may be involved in enabling the EC transcription program in the CPM.

Overall, the results of consensus sequence searches suggest that there is a core of transcription factors, GATA-ETS-FOS, that are central to the activation of the EC program in our model. There is ample literature indicating GATA and ETS transcription factors as general players in endothelial differentiation (reviewed in De Val and Black, 2009)^2^. It is therefore possible that during mesoderm induction in our system, GATA factors act as pioneers to establish the conditions necessary for the binding of other, lineage determining factors, such as ETS/ERG. This is consistent with the established role of GATA factors as pioneer transcription factors (review in refs. ^25,26^) and the role of ETS factors as core transcription factors in endothelial differentiation^3,27–31^.

Overall, our strategy efficiently identified putative enhancers of cell type-specific genes during differentiation. It provided us with an extensive list of regulatory sequences with probability scores calculated using a machine-learning approach. Furthermore, it allowed us to identify and validate a smaller set of regulatory sequences of well-known genes involved in EC differentiation. The identification and validation strategies applied here are applicable to other cell types, whenever a suitable differentiation model is available, although more extensive bench validation experiments will be required before the proposed approach may be considered an established pipeline for enhancer identification.

## Methods

### Mouse embryonic stem cells (mESC) culture and manipulation

ES-E14TG2a mESCs (ATCC CRL-1821) were cultured without feeders and maintained undifferentiated on gelatin-coated dishes in GMEM (Sigma Cat# G5154) supplemented with $${10}^{3}$$ U/ml ESGRO LIF (Millipore, Cat# ESG1107), 15% fetal bovine serum (ES Screened Fetal Bovine Serum, US Euroclone Cat# CHA30070L), 0.1 mM non-essential amino acids (Gibco, Cat# 11140-035), 0.1 mM 2-mercaptoethanol (Gibco, Cat# 31350-010), 0.1 mM l-glutamine (Gibco, Cat# 25030081), 0.1 mM Penicillin/Streptomycin (Gibco, Cat# 10378016), and 0.1 mM sodium pyruvate (Gibco, Cat# 11360-070). Cells were passaged every 2–3 days using 0.25% Trypsin-EDTA (1X) (Gibco, Cat# 25200056) as the dissociation buffer.

For differentiation, E14-Tg2a mESCs were dissociated with Trypsin-EDTA and cultured at 75,000 cells/ml in serum-free media: 75% Iscove’s modified Dulbecco’s media (Cellgro Cat# 15-016-CV) and 25% HAM F12 media (Cellgro #10-080-CV), supplemented with N2 (GIBCO #17502048) and B27 (GIBCO #12587010) supplements, penicillin/streptomycin (GIBCO #10378016), 0.05% BSA (Invitrogen Cat#. P2489), l-glutamine (GIBCO #25030081), 5 mg/ml ascorbic acid (Sigma A4544) and 4.5 × 10^−4^ M monothioglycerol (Sigma M-6145). After 48 h in culture, the EBs were dissociated using the Embryoid Body dissociation kit (cod. 130-096-348 Miltenyi Biotec) according to the manufacturer’s protocol and reaggregated for 40 h in serum-free differentiation media with the addition of 8 ng/ml human Activin A (R&D Systems Cat#. 338-AC), 0.5 ng/ml human BMP4 (R&D Systems Cat# 314-BP), and 5 ng/ml human-VEGF (R&D Systems Cat#. 293-VE). The 2-day-old EBs were dissociated and 6 × $${10}^{4}$$ cells were seeded onto individual wells of a 24-well plate coated with 0.1% gelatine in EC Induction Medium consisting of StemPro-34 medium (Gibco #10639011), supplemented with SP34 supplement, l-glutamine, penicillin/streptomycin, 200 ng/ml human-VEGF, and 2 μM Forskolin (Abcam, ab120058). The Induction Medium was changed after 1 day. On day 6 of differentiation, the cells were dissociated and replated on 0.1% gelatine-coated dishes at a density of 25,000 cells/$${{{\mbox{cm}}}}^{2}$$ in EC Expansion Medium, consisting of StemPro-34 supplemented with 50 ng/ml human-VEGF. Stem cell-derived endothelial cells were maintained until they reached confluency (about 2–3 days). EC Expansion Medium was replaced every other day.

For the Matrigel assay, 300 µL of Matrigel (BD Matrigel Basement Membrane Matrix Growth Factor Reduced, Phenol Red Free cat. 356231) was aliquoted into each well of a 24-well plate and incubated for 30–60 min at 37 °C to allow the gel to solidify. About 200,000 ECs were then added to the Matrigel-coated well and cultured for 24 h at 37 °C. Formation of tubular structures on a two-dimensional Matrigel surface was observed after 16 to 24 h under an optical microscope. The quantification of branch points was performed using the Angiogenesis Analyzer module^32^ of Image J. The total number of branch points per image was quantified. We performed statistical analyses of branch counts using the parametric paired *t*-test, one-tailed.

### Gastruloid formation assay

Gastruloids were generated as described in ref. ^23^. In brief, 300 mESCs were plated in 40 μL N2B27 medium in 96-well Ultra-Low Cluster Round Bottom Ultra-Low Attachment plates (7007, Corning). After 48 h, 150 μL of N2B27 supplemented with 3 μM CHIR-99021 (S1263, Selleckchem) were added to each well. Then after 72 h, the medium was changed with 150 μL of fresh N2B27. At 96 h, gastruloids were transferred 1:1 in 100 μL of medium in 24-well Flat Bottom Ultra-Low Attachment plates (3473, Corning), containing 700 μL of fresh N2B27 supplemented with 30 ng/mL bFGF (Recombinant Human FGF-basic, 100-18 C, Peprotech), 5 ng/ml VEGF (Recombinant Human VEGF165, 100-20, Peprotech), and 0.5 mM ascorbic acid (Sigma A4544) (N2B27 +++). Then, 50% of the medium was changed daily, at 120 h with 400 μL of fresh N2B27 +++ and at 144 h with N2B27, until 168 h.

### Immunofluorescence and confocal imaging on fixed gastruloids

For whole-mount immunofluorescence, gastruloids at 168 h were washed in 1x PBS and fixed in 4% PFA overnight at 4 °C while shaking. Then, fixed samples were washed three times in 1x PBS (5 min each) and three times (5 min each) in blocking solution1 (1x PBS, 10% Goat Serum, 0.1% Triton X-100) at 4 °C with agitation. Gastruloids were blocked for 1–2 h at 4 °C in blocking solution1 and then were incubated o.n. with primary antibody anti PECAM1 (mouse MA3105, Thermo Fisher Scientific) 1:200 in blocking solution1 at 4 °C with agitation. The day after, samples were washed two times (5 min each); then three times (15 min each), and finally four to six times (for 1 h total) in blocking solution1 at 4 °C while shaking. Gastruloids were incubated o.n. with secondary antibody Goat Anti-Armenian hamster IgG H&L (Alexa Fluor® 488, Abcam ab173003) and DAPI in blocking solution1 at 4 °C while shaking. The day after, samples were washed two times (5 min each) in blocking solution1 at 4 °C; then two times (5 min each) at room temperature (RT) with blocking solution 2 (1x PBS, 0.2% Goat Serum, 0.2% Triton X-100) and finally three times (15 min each) in blocking solution 2 at RT while shaking. Subsequently, gastruloids were incubated in blocking solution 2/100% glycerol (Sigma) 1:1 for 30 min at RT with agitation. Then, they were maintained in plates with blocking solution 2/70% glycerol 7:3 at 4 °C. Images were acquired with Nikon A1 Confocal Microscopy (equipped with Nikon Resonant Scanner and NIS-A/NIS-Elements software).

### CRISPR-Cas9-mediated targeting

(A) *Pecam1* intron 2-enhancer deletion was induced in E14-Tg2a using Alt-R™ CRISPR-Cas9 System (IDT) following the manufacturer’s specifications. This genome editing system is based on the use of a ribonucleoprotein (RNP) consisting of *S. pyogenes* Cas9 nuclease complexed with guide RNA (crRNA:tracrRNA duplex). The crRNA is a 20 nt custom-synthesized sequence that is specific for the target and contains a 16 nt sequence that is complementary to the tracrRNA. The specific crRNA sequences were: Pecam1_int2-crRNA1 and Pecam_int2-crRNA3 (sequences shown in Supplementary Data 5). CRISPR-Cas9 tracrRNA-ATTO 550 (5 nmol catalog no. 1075927) is a conserved 67 nt RNA sequence that is required for complexing to the crRNA so as to form the guide RNA that is recognized by S.p. Cas9 (Alt-R S.p. Cas9 Nuclease 3NLS, 100 μg catalog no. 1081058). The fluorescently labeled tracrRNA with ATTO™ 550 fluorescent dye is used to FACS-purify transfected cells. The protocol involves three steps: (1) annealing of the crRNA and tracrRNA, (2) assembly of the Cas9 protein with the annealed crRNA and tracrRNAs, and (3) delivery of the ribonucleoprotein (RNP) complex into mESC by reverse transfection. Briefly, we annealed equimolar amounts of resuspended crRNA and tracrRNA to a final concentration (duplex) of 1 μM by heating at 95 °C for 5 min and then cooling to room temperature. The RNA duplexes were then complexed with Alt-R S.p. Cas9 enzyme in OptiMEM media to form the RNP complex, which was then transfected into mESCs using the RNAiMAX transfection reagent (Invitrogen #13778-150). After 48 h incubation, cells were trypsinized and ATTO 550+, transfected cells were purified by FACS. Fluorescent cells (~65% of the total cell population) were plated at very low density to facilitate colony picking. We picked and screened PCR 96 clones. Primer sequences are indicated in the Supplementary Data 5. Positive clones were confirmed by DNA sequencing.

(B) For the *Notch1* intron 15-enhancer deletion, we followed the same procedure but using different target sequences: Notch1_int15-crRNA1 and Notch1_int15-crRNA3 (sequences shown in Supplementary Data 5).

### Generation of dCas9-LSD1 expressing mESC line

About 20 µg of plasmid p-dCas9-LSD1-Hygro (a gift from Stephan Beck and Anna Koeferle, available through Addgene plasmid #104406; http://n2t.net/addgene:104406; RRID:Addgene_104406) was linearized with *Ahd*I enzyme and electroporated in mESC (1 × 10^7^ cells/10 cm plate). The electroporation parameters used were 0.24 kV and 500 μF. The cells were maintained in Hygromicin B selection (500 µg/ml) for 10 days. Individual colonies were isolated, expanded, and screened by PCR for inserted sequences for both DNA and RNA. Primer sequences are in the Supplementary Data 5.

### CRISPR-dCas9:LSD1-mediated epigenetic reprogramming strategy

Epigenetic targeting of putative enhancer elements was induced by transfection of dCas9-LSD1-expressing mESC line with specific gRNA complex (crRNA:tracrRNA duplex). For each enhancer element, we designed three crRNA sequences (shown in Supplementary Data 5).

Then, we annealed equimolar amounts of resuspended crRNA and tracrRNA labeled with ATTO™ 550 fluorescent dye to a final concentration (duplex) of 1 μM by heating at 95 °C for 5 min and then cooling to room temperature. For gRNAtransfection, cells were plated at 8 × 10^5^ per well in six-well plates and transfected with gRNA complex (crRNA:tracrRNA 10 nM) in an antibiotic-free medium using Lipofectamine RNAiMAX Reagent (Invitrogen #13778 - 150), according to the instructions of the manufacturer. Twenty-four hours after transfection, fluorescent ATTO 550+ cells (~90 – 95% of the total cell population) were harvested and subjected to the differentiation protocol. crRNA sequences are listed in the Supplementary Data 5.

### Flow cytometry

We dissociated cells with Trypsin-EDTA or with the Embryoid Body dissociation kit (cod. 130-096-348 Miltenyi Biotec). Dissociated cells (1 × 10^6^ cells/100 μl) were incubated with primary antibodies (VE-Cadherin-APC, mouse cod.130-102-738) directly conjugated (1:10) in PBS-BE solution (PBS, 0.5% BSA, 5 mM EDTA) for 20 min on ice. Subsequently, cells were washed twice with 2 ml of PBS-BE. Cells were analyzed using the BD FACS ARIAIII™ cell sorter. Negative controls were incubated with fluorochrome-labeled irrelevant isotype control antibody (REA Control APC, mouse cod. 130-113-446 Miltenyi Biotec).

### Quantitative RT-PCR

Total RNA was isolated from mouse ESCs with QIAzol lysis reagent (Qiagen #79306), according to the manufacturer’s protocol. The isolated RNAs were quantified using a NanoDrop spectrophotometer 1000. Before reverse transcription, RNA samples were treated with DNAse I to eliminate any contamination with genomic DNA.

cDNA was transcribed using 1 or 2 μg total RNA with the High-Capacity cDNA reverse transcription kit (Applied Biosystem catalog. n. 4368814). cDNAs were amplified using myTaq™ DNA polymerase (Meridian Bioscience) and a standard three-step cycling PCR profile: 10 min at 94 °C, 30 amplification cycles (denaturation at 94 °C for 30 s, annealing at 60 °C for 30 s, and extension at 72 °C for 30 s), followed by a final extension at 72 °C for 10 min. Quantitative gene expression analyses (qRT-PCR) were performed using PowerUp™ SYBR Green Master Mix (Applied Biosystem #A25742). Relative gene expression was evaluated using the “2^-ΔCt^” method, and *Gapdh* expression as a normalizer. cDNA was amplified by qRT-PCR, using StepOnePlus™ Real-Time PCR System. The run used was holding stage (95 °C - 10 min); cycling stage (95 °C – 15 s, 60 °C – 1 min for 40 cycles); melt curve stage (95 °C – 15 s, 60 °C – 1 min, 95 °C – 15 s). The cycle threshold (Ct) was determined during the geometric phase of the PCR amplification plots, as illustrated in the manufacturer’s protocol. Expression data are shown as the mean ± SD. Primer sequences are listed in Supplementary Data 5. GraphPad Prism software v8.00 (GraphPad) was used to analyze qRT-PCR data. Relative mRNA levels were analysed in triplicate and data were presented as means ± SD. Two-way repeated measures ANOVA test (ANOVA two-way-RM) was used to assess the statistically significant interaction effect between “time” and “genotype” on a gene expression variable. Other two statistical methods between groups of data were used: nonparametric and parametric test. The first was a nonparametric Wilcoxon matched-pairs signed-rank test, one-tailed; the second statistical analysis were performed using the parametric Student’s paired *t*-test, one-tailed. Shapiro–Wilk test was performed to determine the normality distribution of the dataset.

### RNA-seq

Total RNA was isolated from d2 (n. 2 biological replicates) and d4 (n. 2 biological replicates) cells with QIAzol lysis reagent (Qiagen #79306), according to the manufacturer’s protocol. RNA concentration was estimated using a Nanodrop spectrophotometer 1000. Libraries were prepared according to the Illumina strand-specific RNA-seq protocol. Libraries were sequenced on the Illumina platform NextSeq500, in paired-end, 75 bp reads.

### ATAC-seq

mESCs were collected on day 2 and day 4 and then washed two times in PBS, harvested, counted using a hemacytometer chamber, and pelleted. About 15,000 cells/sample for mESC were treated with Tagment DNA Buffer 2x reaction buffer with Tagment DNA Enzyme (Illumina) according to the manufacturer’s protocol. After washes in PBS, cells were suspended in 50 mL of cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630) and immediately spun down at 500 $$\times$$ g for 10 min at 4 °C. Fresh nuclei were treated with Transposition mix and Purification (Illumina #FC121-130), the nuclei were incubated at 37 °C in Transposition Reaction Mix (25 µL reaction buffer, 2.5 µL Transposase, 22.5 µL Nuclease-free water), purified using Qiagen MinElute PCR Purification Kit (catalog no./ID: 28006) and eluted in 10 µL of nuclease-free water. The sequencing library was prepared from the fragmented amplified tagmented DNA. Fragmentation size was evaluated using the Agilent 4200 TapeStation. Two biological replicates for each condition were sequenced using the Illumina NextSeq500 system to obtain paired-end (PE) reads of 60 bp.

### Sequence data analysis

For RNA-seq sequencing data, we assessed the quality of the paired-end (PE) reads of length 75 bp using FastQC. We filtered the low-quality and short PE reads and trimmed the universal Illumina adapters using cutadapt (v2.9)^33^ by setting the following parameters: -q 30 -m 30. Post-trimming, we re-assessed the quality and compiled the report using multiQC. We aligned the PE reads to mm10/GRCm38 reference genome (primary assembly) using STAR aligner (v2.6.0a)^34^ following two steps: (i) Generation of Ensembl mm10 reference genome index (release 102) setting the parameters --sjdbGTFfile 100 --sjdbOverhang 100 (ii) Alignment of PE reads to the reference genome (--sjdbOverhang 100 --quantMode GeneCounts --outSAMtype BAM SortedByCoordinate). We provided the sorted BAM as input and the mm10 (GRCm38.p4) primary assembly annotation file in GTF format(https://www.gencodegenes.org/mouse/release_M10.html) as reference annotation to quantify the gene expression levels with the featureCounts function from the Rsubread package (v2.0.1)^35^ (annot.ext = ”mm10.v102” gtf file, useMetaFeatures=TRUE, allowMultiOverlap=FALSE, strandSpecific=2, CountMultiMappingReads=FALSE). After that, we retained the expressed gene matrix by filtering out from the read count matrix the zero and low count genes (CPM <0.5) using the proportion test method from the NOIseq package (v2.34.0)^36^. Then, we processed the expressed gene matrix using NOIseq (v2.34.0), obtaining a set of normalized read counts (Upper Quartile, UQUA) and identified differentially expressed genes (DE) using the noiseq function and setting the posterior probability value cutoff >0.8. Simultaneously, we normalized the expressed count matrix with the sizefactor function in DEseq2^37^ and we used the DESeq function with default options, then we selected the DE genes by setting the adj.*p* value cutoff <0.01. Finally, we considered DE genes in our study, those genes that were declared DEs from both methods. We performed gene ontology enrichment analysis using the gProfiler2 R package (v0.2.2)^38^, providing the common DE gene list as input, the expressed gene list as background, and setting Benjamini–Hochberg FDR (BH-FDR) cutoff to <0.01.

ATAC-seq sequences underwent quality control (using FastQC and multiQC), adapter trimming, and filtering using cutadapt (v2.9) with parameters -q 30 -­m 30 and universal Illumina adapters. Then, we aligned the PE sequences to the mouse genome (mm10) containing only canonical chromosomes with Bowtie2 (v2.3.4.3)^39^, setting the options -q -t --end-to-end --very-sensitive -X 1000. After removing reads mapping to the mitochondrial chromosome, we removed duplicates and reads mapping to multiple positions using sambamba (v0.6.8) with -F “[XS] == null and not unmapped and not duplicate”^40^. We called the ATAC peaks for each sample using MACS2 (v2.1)^41^ with the option -BAMPE –nomodel –shif100 –extsize 200, which are the suggested parameters to handle the Tn5 transposase cut site. After that, we removed those peaks overlapping the mm10-blacklist regions (downloaded from https://github.com/Boyle-Lab/Blacklist/blob/master/lists/mm10-blacklist.v2.bed.gz) using samtools^42^. Then, for each condition, we defined the consensus lists of enriched regions as the peak regions common to both replicates using the intersectBed function from the BedTools v2.26.0^43^. To identify differentially enriched regions (DARs) between d4 and d2, we selected the regions consistently enriched or decreased in DEScan2 (v1.18.2)^20^ and confirmed with the same sign also in DiffBind (v3.8.4)^21^. For DEScan2, we first created a peak-set using the finalRegions function (zThreshold = 1, minCarriers = 2) after loading all of the MACS2 peaks not overlapping blacklist regions. Then, we called the DARS with the edgeR^44,45^ method as follows: we estimated the count dispersion using the estimateDisp function, we fitted the robust glmQLFit model and used the glmQLFTest, with the default parameters, setting the adj. *p* value to 0.01. For DiffBind (v3.8.4), we set dba.count(minOverlap = 2), dba.contrast(minMembers = 2), dba.analyze(method = DBA_EDGER) and 0.01 as adj. *p* value. Finally, we selected the DARs regions of DEScan2 confirmed by DiffBind using subsetByOverlaps in GenomicRanges^5^. We annotated the consensus peak lists, the common peak set, and DARs to genes using the makeTxDbFromEnsembl function from ChIPseeker (v1.29.1)^46^ by associating to each peak/region the nearest gene, setting the TSS region [−1000, 1000] and using them the release 102 from the *mus musculus* Ensemble database. Finally, we selected the chromatin-enriched regions at d4 with annotated nearest genes intersecting some lists of marker genes from the single-cell experiment described^22^, (i) the marker genes of endothelial cell clusters in *Tbx1*^*Cre*^ Ctrl and cKO embryos at E9.5 (Supplementary Data 5, cluster 6 of the cited publication); (ii) the marker genes of endothelial cell clusters in *Mesp1*^*Cre*^ Ctrl and cKO at E9.5 (Supplementary Data 3, cluster 2); (iii) Marker genes of endothelial cell clusters in *Mesp1*^*Cre*^ Ctrl and cKO at E9.5 (Supplementary Data 3, cluster 16). We used such regions to identify enriched motifs using HOMER (Hypergeometric Optimization of Motif EnRichment)^47^. From the motif list of regions associated with genes intersecting marker genes of endothelial cell clusters in *Tbx1*^*Cre*^, we selected GATA3 and ERG motifs, we identified those regions containing both motifs and we calculated the percentage. We performed the enhancer prediction of regions associated with genes intersecting the list of marker genes of endothelial cell cluster 6 in *Tbx1*^*Cre*^ Ctrl embryos at E9.5, as described in the next section. Finally, we merged the list of regions derived from the intersections of d4 DARs with annotated nearest genes intersecting lists of marker genes of Mesp1cre c2 and c16 clusters and selected unique regions, then we performed the enhancer prediction using these regions.

### Enhancer prediction

We implemented a machine-learning approach to assign a probability score of being enhancers to peak regions from ATAC-seq data using the logistic regression model with the L1 penalty. We performed all analyses using Rstudio and R version 4.2.0 (https://www.r-project.org/).

First, we downloaded the coordinates (chromosome, start-end position) of the 695 enhancers marked as positive from the VISTA ENHANCER Browser (http://enhancer.lbl.gov). Then, since the enhancers’ coordinates were in mm9, we mapped them into mm10 using the lift-over function (https://genome.ucsc.edu/cgi-bin/hgLiftOver). Next, we created 695 non-enhancer regions to use as negative examples. For this purpose, we randomly shuffled the genome to get genomic coordinates that do not overlap the positive enhancer coordinates with the shuffle function from the BedTools v2.26.0^43^ using the parameters -g mm10 -excl the positive enhancer file merged with mm10-blacklist regions file. (https://github.com/Boyle-Lab/Blacklist/blob/master/lists/mm10-blacklist.v2.bed.gz). Such non-enhancer regions have the same lengths as the positive enhancers. Finally, we built a binary response vector with 1390 components assigning 1 to the positive enhancers and 0 to the negative enhancers. Second, we downloaded 385 datasets using Chipseeker (v1.36) R package with the function ChIPseeker::downloadGEObedFiles(genome= “mm10”) (https://bioconductor.org/packages/release/bioc/html/ChIPseeker.html) containing peak coordinates of histone modifications, p300 and CTCF transcription factors, at different cell states and cell types (in mm10). After merging the replicates using intersectBed function from the BedTools, we obtained 327 files. Then, we filtered out the datasets containing KO experiments or other treatments. Overall, we obtained 81 epigenetic tracks of peaks in bed format and 2 in bedgraph format. Next, we intersected the 1390 enhancer and non-enhancer regions with the 81 epigenetic tracks in bed format using the Findoverlaps function from the GenomicRanges R package (v1.52.0) (https://bioconductor.org/packages/release/bioc/html/GenomicRanges.html). Finally, we built a binary matrix of dimension 1390 × 81 where we assigned 1 at the positions with an overlap and 0 where they do not. For the remaining two epigenetics tracks in bedgraph format, we used the sum of the coverage at each of the 1390 regions. The feature matrix of dimension 1390 × 83 is formed by combining the two parts. We split the dataset into the Training set (80% of the 1390 regions) and the Test-set (20% of the 1390 regions). Then, we trained the L1-penalized Logistic Regression (i.e., Lasso logistic regression) on the training set using K-fold cross-validation to choose the best regularization parameter. To this purpose, we used the glmnet package (v4.1.7) (https://cran.r-project.org/web/packages/glmnet/index.html) with the command: cv.out=cv.glmnet(X.train, Y.train,alpha=1, family = “binomial”). After that, we fitted the training set using the lasso.mod.train = glmnet(X.train, Y.train, lambda = bestlam, alpha = 1, family = “binomial”), where bestlam is the regularization parameter obtained from the cross-validation. In the validation phase, we used the assess.glmnet() function to determine the accuracy of the test-set. Finally, we predicted the scores (i.e., the probability of being an enhancer) to the genomic coordinates of interest. Since the scores vary between 0 (corresponding to minimum probability) and 1 (corresponding to maximum similarity), we used the threshold of 0.5 to establish if a given region is an enhancer. The whole procedure, starting from the random generation of the 695 non-enhancer regions to the final prediction, was repeated 10 times, and the final prediction consisted of the average of the individual prediction scores over which we applied the threshold of 0.5.

### Statistics and reproducibility

All differentiation experiments have been repeated at least three or four times. RNA-seq and ATAC-seq experiments have been performed in two replicates from two independent differentiation experiments. The specific statistical tests applied are specified in the sections above.

For the evaluation of differential gene expression of real-time PCR results, we used the two-way repeated measures ANOVA test. We also used the nonparametric Wilcoxon matched-pairs signed-rank test, one-tailed. For the evaluation of differential gene expression of data from RNA-seq, we used NOIseq (Bayesian test without parametric assumption)^36^ and DEseq2 (frequentist test with negative binomial assumption)^37^. For the evaluation of differential accessibility of data from ATAC-seq, we used DiffBind and DEScan2, as detailed above. For enhancer prediction, we used a lasso-type penalized logistic regression test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

Data supporting the results are included in the figures, Supplementary files, and in the GEO database under the accession number GSE235651 (RNA-seq and ATAC-seq data). The source data behind the graphs in the manuscript can be found in Supplementary Data 6. Any other data and scripts used to run data analysis software are available from the corresponding author (or other sources, as applicable) on reasonable request.

# Supplementary material for: Endothelial gene regulatory elements associated with cardiopharyngeal lineage differentiation
**Source:** Commun Biol. 2024 Mar 21;7:351. doi: 10.1038/s42003-024-06017-8

Supplementary Figure 1  
Uncropped pictures of gels shown in Fig. 1b

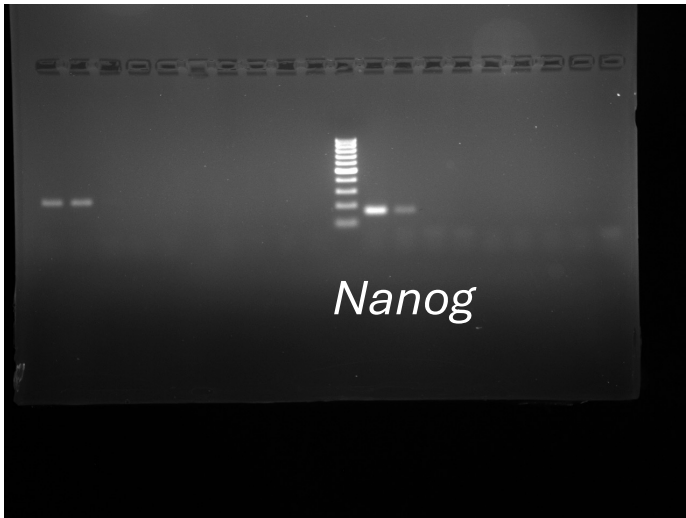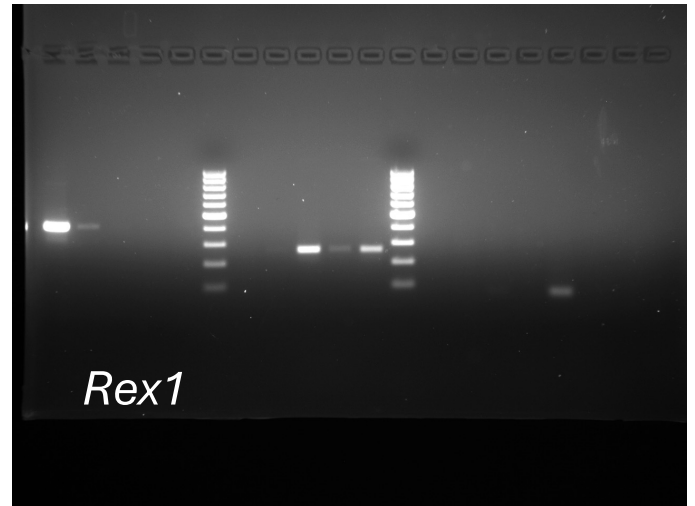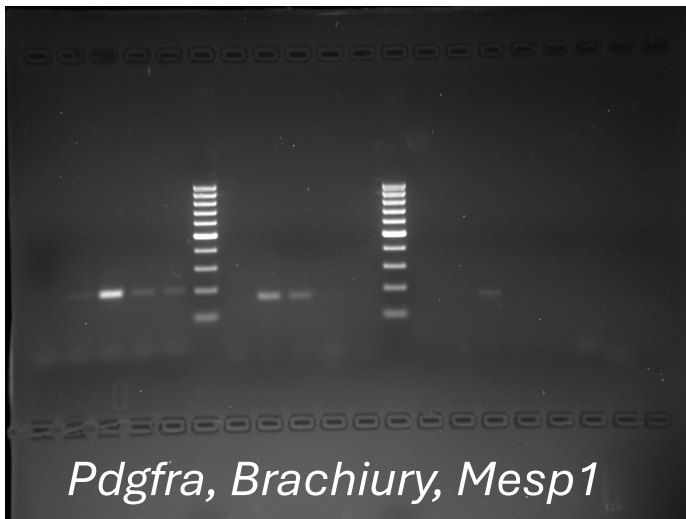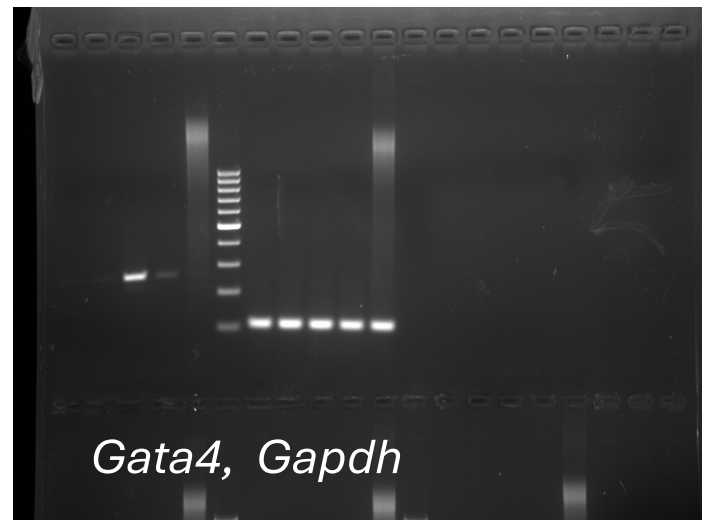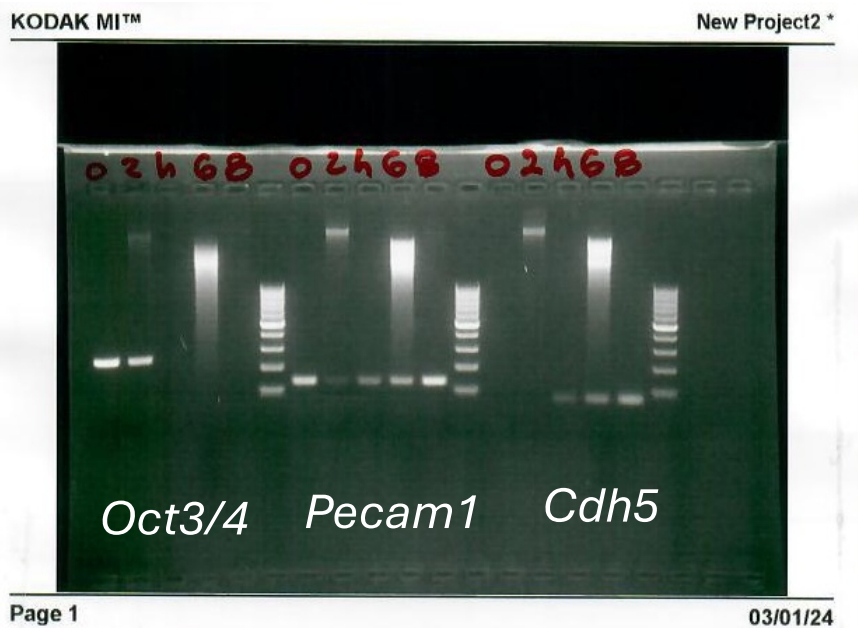

Supplementary Figure 1 (continued)

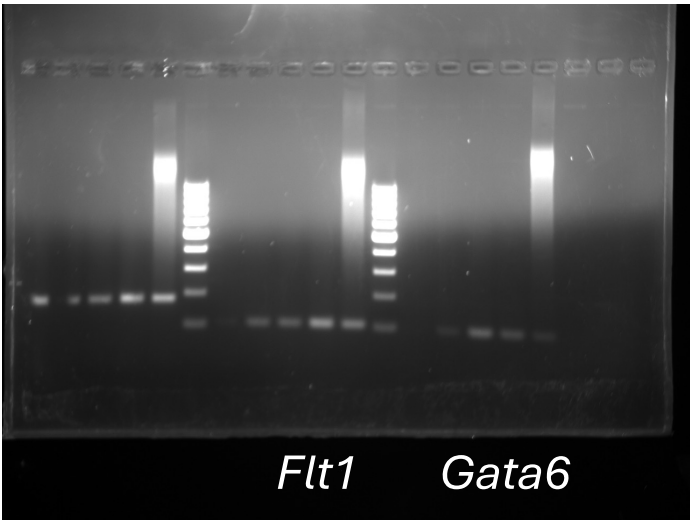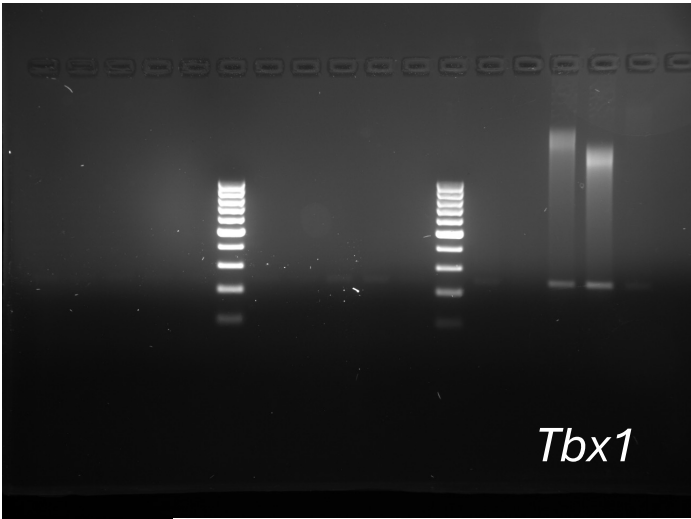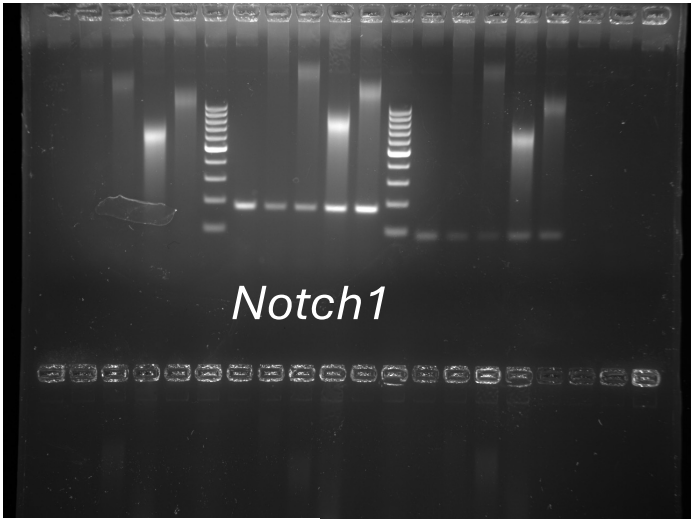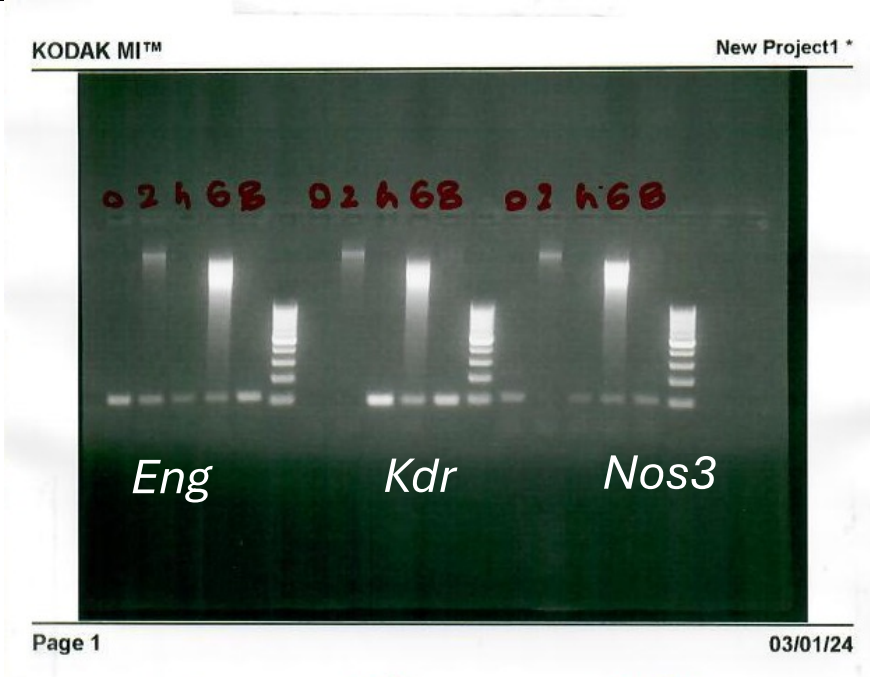

**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary material for: Endothelial gene regulatory elements associated with cardiopharyngeal lineage differentiation
**Source:** Commun Biol. 2024 Mar 21;7:351. doi: 10.1038/s42003-024-06017-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:**

Sheet 1: Differentially expressed genes (d4 Vs d2). 

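This sheet lists the genes that the authors called by DESeq2 at an adjusted p under 0.01 and by NOISeq at a probability over 0.8, with the values of both tools. All 1819 of its genes were among the 14932 tested here. In edgeR, 966 of them were higher at d4 with the sheet's sign, 558 were lower with the sheet's sign and 295 did not pass the test. DESeq2, run again on the counts, gave base means of 0.998 to 1.001 times those in the sheet and log2 fold changes within 0.005 of them. NOISeq's fold changes, computed again on upper-quartile values with 0 counts set to 0.5 after normalization, lay within 0.013 on the log2 scale and its probabilities within 0.027. Both rules together, computed again, called 1775 of the 1819 genes.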

Positive values are for genes up regulated at d4.

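This sheet holds the genes that passed the authors' filter, a proportion test of each day's summed counts against 0.5 CPM that removes genes whose counts are not clearly above that level in either day. It runs to 13841 genes, of which 1998 could be read here. The same kind of filter, rebuilt on the counts, kept 14932 genes.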

Sheet 2: All expressed genes at d2 and at d4.

Sheet 3: GO\_RNAseq\_DEGs.

Sheet 4: GO\_RNAseq\_upregulated at d4.

**File name:** Supplementary Data 2

**Description:**

Sheet 1: Differentially accessible regions (DARs), d4 Vs d2. Positive values are for regions more accessible at d4.

Sheet 2: All consensus ATAC peaks at d2.

Sheet 3: All consensus ATAC peaks at d4.

Sheet 4: Common peak set (peakome).

**File name:** Supplementary Data 3

**Description:**

Sheet 1: 252 marker genes from *Tbx1*Cre EC cluster 6.

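These markers distinguish the EC cluster from the other Tbx1Cre-sorted cells in single-cell RNA-seq of mouse embryos, so they describe EC of the embryo and were not chosen on the mESC libraries. Of the 252 genes, 251 were found in the RNA-seq counts by symbol and 243 passed the filter. The cluster shares 190 of its genes with the Mesp1Cre cluster c2 and 165 with c16.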

Sheet 2: 1217 marker genes from *Mesp1*Cre cluster c2.

Sheet 3: 1434 marker genes from *Mesp1*Cre cluster c16.

Sheet 4: 536 unique DARs mapped to EC marker genes from *Mesp1*Cre clusters.

**File name:** Supplementary Data 4

**Description:**

Sheet 1: Motifs *Tbx1*<sup>Cre</sup> EC cluster 6.

Sheet 2: Motifs *Mesp1*<sup>Cre</sup> EC cluster c2.

Sheet 3: Motifs *Mesp1*<sup>Cre</sup> EC cluster c16.

**File name:** Supplementary Data 5

**Description:** Primers and gRNA sequences.

**File name:** Supplementary Data 6

**Description:** Source data for graphs and charts.

# Supplementary material for: Endothelial gene regulatory elements associated with cardiopharyngeal lineage differentiation
**Source:** Commun Biol. 2024 Mar 21;7:351. doi: 10.1038/s42003-024-06017-8
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------|
| Data collection | Sequencing data were collected using software tools specified in the manuscript                 |
| Data analysis   | Data analyses were performed using open source tools in R language and comercial software PRIZM |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are included in the manuscript, figures, and supplementary material. The full set of RNA-seq and ATAC-seq data are deposited to GEO accession number GSE235651.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size All RNA-seq and ATAC-seq experiments were performed with two biological replicates

Data exclusions No data exclusion

Replication RNA-seq and ATAC-seq data were obtained from two biological replicates. Other types of experiments were repeated 4 or 5 times.

Randomization no randomization was applied

Blinding Sequencing and analyses were carried out blind.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used Data provided in the manuscript.

Validation Standard, commercial antibodies tested by the supplier. We performed control experiments using the secondary antibody only.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                  |
|----------------------------------------------------------------------|----------------------------------|
| Cell line source(s)                                                  | ES-E14TG2a mESCs (ATCC CRL-1821) |
| Authentication                                                       | Sequencing and gene expression   |
| Mycoplasma contamination                                             | tested negative                  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | none                             |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                       |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Provided in the manuscript                                                                                                                                                                                                            |
| Instrument                | BD FACS ARIAIII™                                                                                                                                                                                                                      |
| Software                  | BD FACSDiva 8.0.1                                                                                                                                                                                                                     |
| Cell population abundance | We did not use sorting, only cytofluorimetry                                                                                                                                                                                          |
| Gating strategy           | FSC/SSC gating strategy was used, debris was removed by gating on the cell population. Positivity threshold was defined on the basis of negative controls, which were incubated with fluorochrome-labeled irrelevant isotype control. |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

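RNA-seq of E14-Tg2a mESCs at d2 and d4 of differentiation, with 2 libraries per day, was re-analysed from the authors' table of raw counts per gene. By the paper's methods, paired-end reads of 75 bp from strand-specific libraries were trimmed with cutadapt v2.9 (quality 30, minimum length 30), aligned to mm10/GRCm38 with STAR v2.6.0a and counted per gene with featureCounts of Rsubread v2.0.1, without multi-mapping or multiply overlapping reads. The annotation is named in the methods both as GENCODE release M10 and as Ensembl release 102. The counts are whole numbers with no filter or normalization applied. A run of DESeq2 on them gave base means of 0.998 to 1.001 times those of the authors' differentially expressed genes, so these counts are the ones behind the paper's values. Of 55487 gene IDs, 55141 were found in a GENCODE annotation of GRCm38, from which symbols and positions were taken. Genes that share reads with near-identical copies, such as the globins, lose reads that map to more than 1 place, and their values are uncertain for that reason.

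Genes were kept where a one-sided proportion test of a day's summed counts against 0.5 CPM had a Benjamini-Hochberg adjusted p under 0.05 in d2 or d4, which left 14932. The comparison of d4 with d2 used R 4.3.3 and edgeR 4.0.16: TMM factors, glmQLFit and glmQLFTest with day as the only term, two-sided, and Benjamini-Hochberg adjusted p under 0.01, the cutoff of the paper's DESeq2 test. All adjusted p-values of genes come from this test unless another is named. Fold changes are edgeR's, and standard errors were taken from the coefficient and the F statistic. Values in CPM are TMM-normalized, with SD over the 2 libraries of a day. For a gene with 0 counts in a day, the fold is a lower bound against a floor of 3 counts per library, and for 1 to 3 counts it is the ratio of normalized counts with an exact 95% binomial counting interval. The procedure was tested on simulated counts of the same depth and spread.

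Before the data were examined, 35 gene lists were fixed from textbook knowledge and 5 from the paper. The former were EC markers, transcription factors of hemogenic endothelium, primitive blood, pluripotency, primed epiblast, primitive streak, cardiomyocytes, endoderm, neuroectoderm, mural cells and fibroblasts, paraxial mesoderm, extraembryonic mesoderm, trophoblast, germ cells, VEGF and angiogenic signalling, the NOTCH pathway, the ETS, GATA, AP-1, T-box, forkhead and MEIS families, basement membrane and matrix, epithelial junctions, mesenchymal transition, BMP, TGF-beta and NODAL signalling, WNT signalling, glycolysis and hypoxia, Hox clusters, imprinted genes, proliferation, immediate early genes and stress, and reference genes, with 2 further lists that were tested in the same family and are not reported here. The latter were the genes of Fig. 1b, the genes labelled in Fig. 1c, the GATA, ETS and FOS genes the paper names, the genes of Table 3 and the NOTCH1 targets the paper names. Each list was tested against the other genes by camera of limma 3.58.1 on voom values, with an inter-gene correlation preset at 0.01 and adjustment over the 40 lists at a threshold of 0.05. Of the 40 lists, 29 passed, and 0 passed with an estimated correlation. The latter cannot show that correlation between genes undoes a list. Lists estimated at or below the preset, such as the GATA genes at -0.10, did not pass either (camera adjusted p = 0.198). The marker lists of Supplementary Data 3 and the genes of Table 2 were tested by Fisher's exact test, two-sided. That test takes genes as independent, which they are not, and these lists were not tested by camera.

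The genes named in the text are the 12 with the largest log2 fold change in each direction among genes past the test with a mean of at least 5 CPM, both d4 libraries on the same side of both d2 libraries and an assigned symbol; every gene the paper names in its results, Fig. 1, Table 2 or Table 3; and in each list up to 4 genes with the smallest adjusted p, or all where at most 12 were tested. Other names are marked as chosen after their values were seen. The paper's table of differentially expressed genes and Table 2 had been read before these choices.

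The alternatives were DESeq2 size factors and upper-quartile factors in place of TMM; no filter, filterByExpr and at least 1 CPM in at least 2 libraries in place of the proportion test; DESeq2 1.42.0, DESeq2 with a NOISeq probability over 0.8, and limma voom in place of edgeR; an adjusted p under 0.05; a log2 fold change of at least 1; thinning to the smallest library; the replicate number as a block; and leaving out each library. The removal of a trend on GC content and transcript length, with and without the block, was added after seeing the data, as were DESeq2 and limma voom with each library left out. The noiseq function was rebuilt, and its treatment of 0 counts, set to 0.5 after normalization, was chosen after comparison with the authors' sheet. The ATAC-seq, RT-PCR, flow cytometry and single-cell data of the study were not analysed here, and the gene ontology analysis was not repeated.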

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

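The results below concern gene groups that the paper does not discuss; both tests of the blood and extraembryonic mesoderm genes were chosen after the result was seen.

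Of 20 primitive blood genes tested, 18 were higher at d4, 1 was lower and 1 did not pass the test (18 higher and 1 lower when adjusted over the list alone; camera adjusted p = 7.7e-10, and adjusted p = 0.198 with an estimated correlation). The embryonic globin Hbb-bh1 went from 0.386 ± 0.314 to 244 ± 89.9 CPM (SD, n = 2), Runx1, a regulator of blood formation, had a log2 fold change of 6.36 (standard error 0.35, adjusted p = 6.4e-05) and Ikzf1 of 6.53 (standard error 0.30, adjusted p = 4.5e-05). The lower member, Myb, a factor of definitive blood precursors named after its value was seen, was at -1.20 (adjusted p = 0.00349). The blood list holds 28 genes, and those not tested were under the filter. They were Hba-a2, Slc4a1, Ptprc, Rhag, Pf4, Gp9, Cd33 and Csf1r, named after their values were seen. Of 20 extraembryonic mesoderm genes, 19 were higher and 1, Tbx4, did not pass the test (19 higher when adjusted over the list alone; camera adjusted p = 4.7e-14, and adjusted p = 0.198 with an estimated correlation). Pmp22, Msx2 and Foxf1 reached 267 ± 34.7, 93.0 ± 1.41 and 62.4 ± 5.08 CPM at d4 from 1.27 ± 0.512, 0.278 ± 0.0702 and 0.0818 ± 0.116 CPM at d2 (SD, n = 2). The lists are not exclusive to these tissues: 3 of the 20 blood genes and 12 of the 20 extraembryonic mesoderm genes stand in another of the fixed lists.

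For this pattern, 87.5% of the 16 blood genes that are not globins were higher at d4, but with 18 of 20 higher and 4 globins among the 20, at least 14 of the 16 had to be, so this share is no separate test of reads shared between globin paralogs. By the paper's methods, reads that map to more than 1 place were not counted, which takes reads from the globins, and how many they lost cannot be told from the counts. A signal from a single d4 library would leave the other at the level of d2, and 90% of the 40 genes had both d4 libraries at least 4-fold above both d2 libraries, which argues against it. Whether the d4 cultures hold hemogenic and extraembryonic mesoderm beside cells of the cardiac lineage was not tested. The libraries come from whole cultures, so a few cells with high levels and many with low levels cannot be separated here, and d4 differs from d2 in time, added factors and reaggregation at once, which stays open. These calls ended in edgeR when either d2 library was left out (lowest adjusted p 0.0189 and 0.018; 6257 and 5973 genes at an unadjusted p under 0.05; DESeq2 then called 1032 genes higher and 726 lower, or 967 and 717).

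Of 14 Hox cluster genes tested, 12 were higher at d4 and 2 did not pass the test (13 higher when adjusted over the list alone; camera adjusted p = 4.5e-08, and adjusted p = 0.199 with an estimated correlation), with Hoxb2 at 0 counts at d2 and 19.1 ± 3.79 CPM at d4 (SD, n = 2), at least 81-fold higher, and 25 of the 39 listed under the filter. Of 21 imprinted genes, 13 were higher, 4 were lower and 4 did not pass the test (13 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.00654, and adjusted p = 0.198 with an estimated correlation), with Peg10 going from 89.1 ± 13.5 to 1603 ± 192 CPM (SD, n = 2) and the lower ones being Meg3, Rian, Mirg and Snrpn, named after their values were seen. Of 18 epithelial junction genes, 16 were lower, 1, Dsp, was higher and 1 did not pass the test (16 lower and 1 higher when adjusted over the list alone; camera adjusted p = 1.5e-08, and adjusted p = 0.198 with an estimated correlation), with Cdh1, which encodes E-cadherin, falling from 828 ± 72.0 to 5.00 ± 2.74 CPM (SD, n = 2) and Dsp at a log2 fold change of 5.16 (standard error 0.29, adjusted p = 6.6e-05).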

How the results depend on the processing

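The trend removal on GC content and length, and DESeq2 and limma voom without a library, were added after seeing the data; the other alternatives were set beforehand. No call of a named gene changed direction under any of them. Nor did a gene list where camera was refit, or a marker ratio where one could be computed. The 1933 genes higher and 1694 lower at d4 became 2901 and 2873 with no filter (26543 genes tested), 1078 and 747 with DESeq2 and a NOISeq probability over 0.8, and 2991 and 2679 at an adjusted p under 0.05; these 3 choices change the genes tested or the rule by construction. With the replicate number as a block they were 3478 and 3496. They were 2679 and 2660 with the GC and length trend removed, and 3321 and 3409 with both. The biological coefficient of variation was lower in these settings, at 13.7%, 14.8% and 11.7% in that order, against 23.6% in the main test. The cause was not tested beyond that. All 1933 and 1694 calls were kept under the block. Libraries share only a replicate number, not a stated experiment, and same-numbered libraries deviated together (correlation 0.48). Left out in turn, the libraries gave 0 to 2264 genes higher and 0 to 2458 lower, the 0 without d2 replicate 1 or 2 (lowest adjusted p 0.0189 and 0.018 in edgeR, 6257 and 5973 genes at an unadjusted p under 0.05, 1032 and 967 higher and 726 and 717 lower by DESeq2, 0 by limma voom), although all 3583 and 3579 of the called genes still tested kept their sign; the lone d2 library was then assumed to vary like the d4 libraries. Likewise 0 to 11 of the 12 GATA, ETS and FOS genes were called, against 10. The other settings gave 1797 to 2182 genes higher and 1613 to 1955 lower; upper-quartile factors moved the median log2 fold change from -0.027 to -0.112 and the share of higher calls from 53.3% to 49.0%. Of the 40 gene lists, 29 passed camera, 29 or 30 under the alternatives that refit it and 0 with an estimated correlation (lowest adjusted p 0.198). That 0 cannot show what correlation does, since lists estimated at or below the preset 0.01 did not pass either. By fry, a different test that does not set a list against the other genes, 33 passed. No value was computed for limma voom, the other thresholds, NOISeq or DESeq2 without a library. The odds ratio of the Table 2 genes, 1.92, fell to 1.57 with the replicate block (Fisher's exact test, p = 0.175), 1.62 with the trend removed (p = 0.144) and 1.83 with both (p = 0.0683); the cause was not tested. The odds ratio of the Tbx1Cre cluster, 9.12, lay between 7.12 (replicate block) and 15 (DESeq2 without d2 replicate 2), and was 14.6 with no filter. Those of c2 and c16, 5.76 and 6.24, lay between 4.5 and 9.1 and between 4.76 and 9.52. Both were lowest with trend removal and block together and highest with no filter. Without a d2 library, edgeR called no gene at an adjusted p under 0.01, so its calls give no marker ratio. Without a library, that of Table 2 was 1.85 to 2.24 with DESeq2, and 1.78 (Fisher's exact test, p = 0.0641, without d4 replicate 1) and 2 (without d4 replicate 2) with limma voom. Of the calls of 261 named genes, 49 were lost with NOISeq, 4 with DESeq2 size factors, 2 with upper-quartile factors, 2 with limma voom, 2 at a log2 fold change of at least 1, 1 with DESeq2, 1 with thinned depth, 3 without either d4 library, and 203 and 204 (all that were still tested) without d2 replicate 1 and 2; DESeq2 lost 33 without either d2 library and 22 and 25 without d4 replicate 1 and 2, and limma voom 203, 204, 6 and 4 in that order of libraries. Depth limits genes near the floor of 3 counts per library.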

Differences from the paper's values

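The paper counts 1088 genes upregulated and 731 downregulated at d4, and edgeR's test at an adjusted p under 0.01 gave 1933 and 1694. The paper's rule required DESeq2's adjusted p under 0.01 and a NOISeq probability over 0.8 together. Under that rule, set as an alternative before the data were examined, 1078 genes were higher and 747 lower, within 1.5 times the paper's counts, although the handling of 0 counts in the rebuilt function was chosen after seeing the authors' sheet. It called 1775 of the authors' 1819 genes. No other alternative set before the data were examined came within 1.5 times of both counts. DESeq2 without d2 replicate 1 (1032 and 726) or without d2 replicate 2 (967 and 717), runs chosen after seeing the values, also did, and they drop 755 and 767 of the authors' 1819 genes.

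For 8 genes of Table 2 with 0 to 2 counts at d2, the log2 fold change differs from the paper's. Fitted values differ by more than their error. For Hapln1, Sox7, Samsn1 and Ctla2b, a lower bound lies above the paper's value. The paper's values for Hapln1, Cd93, S1pr1, Klhl6, Lyl1, Sox7, Samsn1 and Ctla2b are 8.24, 5.18, 6.08, 7.91, 6.33, 6.99, 5.67 and 2.67. Those from edgeR, or as lower bounds for Hapln1, Sox7, Samsn1 and Ctla2b, are 9.36, 7.80, 8.68, 9.87, 8.95, 8.09, 6.78 and 3.78. On the scale of NOISeq, with 0 counts set to 0.5 after upper-quartile normalization, the values here are 8.24, 5.18, 6.07, 7.90, 6.32, 6.98, 5.66 and 2.67. None of the 8 differs there, but the handling of 0 counts on this scale was chosen after seeing the authors' sheet, so the match is no independent evidence, and the rule with it drops 44 of the authors' 1819 genes. Under every other alternative set before the data were examined, all 8 differ. Alternatives that change only the threshold leave the fold changes as they are and so test nothing here. The other 61 values of Table 2 and the 16 of Supplementary Data 1 compared lay within the error, and all 85 had the paper's sign.

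The paper names Fos, Elk1 and Elf1 with 9 other GATA and ETS genes as strongly upregulated at d4. Here 10 of the 12 were higher, Elk1 had a log2 fold change of 0.39 (standard error 0.21, adjusted p = 0.179) and Elf1 of 1.01 (standard error 0.25, adjusted p = 0.0169). Elf1 passed with no filter (adjusted p = 0.00338), with DESeq2 (0.00911), at an adjusted p under 0.05, with the replicate block (6.9e-05) and without d4 replicate 2 (0.00886), and, in settings chosen after seeing the values, with the GC and length trend removed (0.00882) and with that and the block (3.7e-04). Elk1 passed in none. With the paper's rule as rebuilt here, 9 of the 12 were called and Fos, Elk1 and Elf1 were not. Table 3 marks Eng as upregulated at d4. Here its log2 fold change was 0.98 (standard error 0.33, adjusted p = 0.0527). It passed with no filter (adjusted p = 0.0037), with the replicate block (9.5e-05) and, chosen after seeing the values, with the trend removed together with the block (0.00317). In edgeR, its log2 fold change was 1.32 without d4 replicate 2, where it passed, and 0.56 without d4 replicate 1, where it did not. With limma voom, chosen after seeing the values, it also passed without d4 replicate 2 only. With the paper's rule as rebuilt here it was not called (DESeq2's adjusted p = 0.0521). The other 5 genes of Table 3 had the calls that it gives.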

Other observations

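The tests of GC content, depth, chromosomes and progress of differentiation below were set out before they were computed, but after the replicates were seen to deviate together and after the counts of single genes had pointed to GC content; Zfp990 was picked after its values were seen.

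Of 23 genes of BMP, TGF-beta and NODAL signalling, 20 were higher at d4 and none was lower (21 higher when adjusted over the list alone; camera adjusted p = 6.5e-11, and adjusted p = 0.198 with an estimated correlation), with Smad6, an inhibitor of BMP signals, going from 0.473 ± 0.0248 to 66.3 ± 6.81 CPM (SD, n = 2). Of 18 WNT genes, 12 were higher and 3, Lef1, Wnt8a and Sfrp1, were lower (13 higher and 3 lower when adjusted over the list alone; camera adjusted p = 5.9e-05, and adjusted p = 0.198 with an estimated correlation), with Wnt5a at a log2 fold change of 4.42 (standard error 0.23, adjusted p = 5.6e-05). Of 13 genes of mesenchymal transition, 12 were higher and none was lower (13 higher when adjusted over the list alone; camera adjusted p = 3.4e-08, and adjusted p = 0.198 with an estimated correlation), with Zeb1 at 5.42 (standard error 0.28, adjusted p = 5.3e-05), and of 23 genes of basement membrane and matrix, 15 were higher and none was lower (15 higher when adjusted over the list alone; camera adjusted p = 3.8e-08, and adjusted p = 0.318 with an estimated correlation), with Fbn1 at 4.21 (standard error 0.26, adjusted p = 8.1e-05). Of 18 genes of mural cells and fibroblasts, 13 were higher and 3, Cnn1, Dcn and Thy1, were lower (14 higher and 3 lower when adjusted over the list alone; camera adjusted p = 1.2e-04, and adjusted p = 0.198 with an estimated correlation), with Pdgfrb at 5.15 (standard error 0.29, adjusted p = 6.6e-05). Of 9 T-box genes, 6 were higher and none was lower (6 higher when adjusted over the list alone; camera adjusted p = 2.0e-04, and adjusted p = 0.198 with an estimated correlation). Of 24 genes of glycolysis and hypoxia, 11 were higher and none was lower (12 higher when adjusted over the list alone; camera adjusted p = 7.1e-05, and adjusted p = 0.481 with an estimated correlation), with P4ha1, an enzyme of collagen synthesis induced by hypoxia, at 3.64 (standard error 0.23, adjusted p = 8.6e-05). Single members of these groups that the text calls lower were named after their values were seen, and no gene passed in edgeR without either d2 library (lowest adjusted p 0.0189 and 0.018; 6257 and 5973 genes at an unadjusted p under 0.05; DESeq2 then called 1032 higher and 726 lower, or 967 and 717).

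Other groups went both ways. Of 13 cardiomyocyte genes, 5, Tnnt2, Myl4, Tnni1, Tnnc1 and Ryr2, were higher and 4, Myh6, Actc1, Ttn and Actn2, were lower (5 and 4 when adjusted over the list alone; camera adjusted p = 0.518, and adjusted p = 0.78 with an estimated correlation): Tnnt2, cardiac troponin T, was 165-fold (95% counting interval 45.3 to 1366) higher and Tnni1, a troponin of early muscle, was at 4.85 (standard error 0.40, adjusted p = 1.9e-04), while Myh6, a cardiac myosin, was at -4.44 (standard error 0.36, adjusted p = 1.8e-04) and Actn2 at -3.51 (standard error 0.40, adjusted p = 6.6e-04); Myl4, Tnnc1, Ryr2, Actc1 and Ttn are named after their values were seen. Of 9 neuroectoderm genes, 7 were lower and 1, Ncam1, was higher (8 lower and 1 higher when adjusted over the list alone; camera adjusted p = 8.4e-04, and adjusted p = 0.325 with an estimated correlation). Of 11 endoderm genes, 3, Sox17, Cer1 and Spink1, were higher and 4, Lrp2, Rhox5, Trh and Cldn6, were lower (5 and 4 when adjusted over the list alone; camera adjusted p = 0.694, and adjusted p = 0.886 with an estimated correlation), of 9 paraxial mesoderm genes 3 (Meox1, Aldh1a2, Cyp26a1) and 4 (Lfng, Dll1, Dll3, Pcdh8; 3 and 4 when adjusted over the list alone; camera adjusted p = 0.851, and adjusted p = 0.941 with an estimated correlation), of 7 trophoblast genes 5 (Cdx2, Tfap2c, Eomes, Gata3, Plet1) and 1, Krt7 (5 and 1 when adjusted over the list alone; camera adjusted p = 0.0209, and adjusted p = 0.274 with an estimated correlation), and of 7 germ cell genes 2 (Tfap2c, Kit) and 3 (Dppa3, Dnd1, Ddx4; 2 and 4 when adjusted over the list alone; camera adjusted p = 0.501, and adjusted p = 0.62 with an estimated correlation). Of 23 forkhead genes, 7 were higher and 6 were lower (8 and 7 when adjusted over the list alone; camera adjusted p = 0.252, and adjusted p = 0.675 with an estimated correlation), of 11 MEIS family genes 5 (Meis1, Meis2, Meis3, Pbx2, Pknox2) and 2, Pbx4 and Tgif1 (5 and 2 when adjusted over the list alone; camera adjusted p = 0.126, and adjusted p = 0.548 with an estimated correlation), and of 14 immediate early and stress genes 4 (Fos, Jun, Junb, Atf3) and 1, Egr1, named after its value was seen (4 and 1 when adjusted over the list alone; camera adjusted p = 0.201, and adjusted p = 0.62 with an estimated correlation). None of 19 proliferation genes (0 when adjusted over the list alone; camera adjusted p = 0.0514, and adjusted p = 0.327 with an estimated correlation) and none of 13 reference genes (0 when adjusted over the list alone; camera adjusted p = 0.676, and adjusted p = 0.775 with an estimated correlation) passed the test. Hprt, which E14-Tg2a cells lack as a functional gene, was at 0.625 ± 0.190 CPM at d2 and 1.38 ± 0.0409 CPM at d4 (SD, n = 2). The calls of Tnnt2, Tnni1, Actn2, Krt7 and Pbx4 ended when a NOISeq probability over 0.8 was required, and that of Pbx4 also with DESeq2's size factors and with limma voom.

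Libraries with the same replicate number deviated from their day's mean together across genes, and 233 genes with at least 5 CPM were over 2-fold higher in replicate 2 of both days, against 2 in replicate 1. A difference in depth is argued against, since the correlation of the deviations kept its size, at 0.47, with every library thinned to the smallest total, and so is the gain or loss of a chromosome, since it stayed at 0.47 with each chromosome's median removed (that of the X chromosome was 0.267 at d2 and 0.154 at d4). GC content or transcript length is a candidate explanation: with a trend on both removed, the correlation fell to 0.17, and Zfp990, over 2-fold higher in replicate 2 of both days, has a GC content of 35.6%. Replicates differing in the progress of differentiation cannot be told apart from this, since the difference of replicates followed the change from d2 to d4 only weakly (Spearman rho -0.11 at d2 and -0.14 at d4). No biological explanation beyond that was tested, and the paper states that the 2 replicates come from 2 independent differentiation experiments, but not that the replicate number marks the experiment.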
